# Industrial Trans Fatty Acids Stimulate SREBP2‐Mediated Cholesterogenesis and Promote Non‐Alcoholic Fatty Liver Disease

**DOI:** 10.1002/mnfr.201900385

**Published:** 2019-08-07

**Authors:** Antwi‐Boasiako Oteng, Anke Loregger, Michel van Weeghel, Noam Zelcer, Sander Kersten

**Keywords:** cholesterogenesis, cholesterol metabolism, elaidate, non‐alcoholic fatty liver disease, sterol regulatory element binding proteins

## Abstract

**Scope:**

The mechanisms underlying the deleterious effects of trans fatty acids on plasma cholesterol and non‐alcoholic fatty liver disease (NAFLD) are unclear. Here, the aim is to investigate the molecular mechanisms of action of industrial trans fatty acids.

**Methods and results:**

Hepa1‐6 hepatoma cells were incubated with elaidate, oleate, or palmitate. C57Bl/6 mice were fed diets rich in trans‐unsaturated, cis‐unsaturated, or saturated fatty acids. Transcriptomics analysis of Hepa1‐6 cells shows that elaidate but not oleate or palmitate induces expression of genes involved in cholesterol biosynthesis. Induction of cholesterogenesis by elaidate is mediated by increased sterol regulatory element‐binding protein 2 (SREBP2) activity and is dependent on SREBP cleavage–activating protein (SCAP), yet independent of liver‐X receptor and ubiquitin regulatory X domain‐containing protein 8. Elaidate decreases intracellular free cholesterol levels and represses the anticholesterogenic effect of exogenous cholesterol. In mice, the trans‐unsaturated diet increases the ratio of liver to gonadal fat mass, steatosis, hepatic cholesterol levels, alanine aminotransferase activity, and fibrosis markers, suggesting enhanced NAFLD, compared to the cis‐unsaturated and saturated diets.

**Conclusion:**

Elaidate induces cholesterogenesis in vitro by activating the SCAP–SREBP2 axis, likely by lowering intracellular free cholesterol and attenuating cholesterol‐dependent repression of SCAP. This pathway potentially underlies the increase in liver cholesterol and NAFLD by industrial trans fatty acids.

## 1 Introduction

Trans fatty acids are unsaturated fatty acids with at least one double bond in the trans configuration. Compared to the more common cis‐unsaturated fatty acids, trans‐unsaturated fatty acids are less flexible and maintain a straight chain carbon backbone, similar to saturated fatty acids.^1^, ^2^ Part of the trans fatty acids consumed by humans are industrially produced by partial hydrogenation of vegetable oils and are present in deep fried foods, pastries, cookies, margarine, and popcorns. The other set of trans fatty acids are synthesized naturally in the gut of ruminants by bacterial biohydrogenation and are present in meat and dairy products of cattle, goat, and sheep.^3^, ^4^, ^5^ Partially hydrogenated vegetable oils and trans fatty acids are used by the food industry because they confer a combination of beneficial properties to food products, including a long shelf life and a pleasant mouthfeel. In response to growing evidence linking intake of trans fatty acids to coronary heart disease, most food manufacturers and retailers have largely removed trans fatty acids from their products. The 2018 Dutch Nutrition Survey indicated that nowadays, trans fatty acids only provide ≈0.3% of the daily energy requirement, as opposed to 5–10% several decades ago.

In a landmark study in 1990, Mensink and Katan demonstrated the plasma cholesterol–raising effect of trans fatty acids in human volunteers.^6^ Specifically, they found that trans fatty acids raise plasma low density lipoprotein (LDL) cholesterol and reduce plasma high density lipoprotein (HDL) cholesterol levels. Following this important finding, multiple epidemiological studies found strong positive associations between consumption of industrial trans fatty acids and the onset and progression of coronary heart disease.^7^, ^8^, ^9^, ^10^ A recent meta‐analysis convincingly established that intake of trans fatty acids is positively associated with all‐cause mortality, total coronary heart disease, and coronary heart disease mortality.^11^

In addition to coronary heart disease, trans fatty acids have also been connected with other diseases, including non‐alcoholic fatty liver disease.^12^, ^13^, ^14^ Indeed, several studies have shown that feeding mice a diet rich in industrial trans fatty acids enhances liver steatosis and features of NASH.^15^, ^16^, ^17^, ^18^, ^19^ The increase in liver triglycerides was associated with elevated expression of lipogenic genes, such as *Fasn*, *Acaca*, and *Srebp1*. Remarkably, little is known about the mechanism(s) that underlie the increase in liver triglycerides and lipogenic gene expression in mice fed diets rich in trans fatty acids.

Because the health concerns connected to the consumption of industrial trans fatty acids have been largely allayed by the removal of trans fatty acids from foods, unfortunately there has been little effort into trying to understand the molecular mechanisms underlying the detrimental effects of trans fatty acids. In a recent study, we found that the industrial trans fatty acid elaidate and the saturated fatty acid palmitate had very distinct effects on markers of inflammation and the unfolded protein response in murine RAW264.7 macrophages. In addition, it was observed that elaidate upregulated the expression of putative target genes of sterol regulatory element binding proteins (SREBPs),^20^ an observation that was further confirmed in studies in human hepatoma HepG2 and Huh7 cells.^21^, ^22^

SREBPs, consisting of SREBP1 and SREBP2, are basic helix‐loop‐helix–leucine zipper (bHLH‐Zip) transcription factors involved in the regulation of cellular lipid metabolism.^23^, ^24^, ^25^ SREBP1 preferentially induces genes involved in fatty acid synthesis, while SREBP2 is more selective for genes involved in cholesterol biosynthesis.^26^, ^27^ SREBPs are synthesized as inactive precursors and held in a tripartite complex with SREBP cleavage–activating protein (SCAP) and INSIGs in the endoplasmic reticulum (ER) membrane. In response to low cholesterol levels, INSIG dissociates and the SCAP–SREBP complex is translocated to the Golgi apparatus for proteolytic activation. The resulting active *N*‐terminal SREBP enters the nucleus, where it binds to sterol regulatory elements in the promoter regions of target genes.^27^, ^28^, ^29^, ^30^, ^31^ Although both cholesterol and fatty acids are products of SREBP signaling, regulation of SREBP by fatty acids is relatively poorly delineated compared to regulation by cholesterol. Evidence has been presented that poly‐unsaturated fatty acids decrease *Srebp1* mRNA levels,^32^, ^33^, ^34^ stimulate SREBP1 decay,^35^ inhibit proteolytic processing of SREBP1 via binding to the auxiliary protein ubiquitin regulatory X domain‐containing protein 8 (UBXD8),^36^, ^37^ and antagonize the activity of the liver X receptor (LXR), which is a potent inducer of *Srebp1* gene transcription.^38^, ^39^ How elaidate causes activation of the SREBP pathway remains unclear.

Here, we set out to better understand the mechanism of action of industrialized trans fatty acids. To that end, we pursued two independent experimental strategies. On the one hand, we conducted in vitro experiments in hepatocyte and adipocyte cell lines treated with individual fatty acids, and on the other hand, we fed mice diets enriched in trans‐unsaturated fatty acids, cis‐unsaturated fatty acids, and saturated fatty acids, and analyzed the hepatic phenotype.

## 2 Experimental Section

### 2.1 Animal Treatment

Animal studies were performed using 4‐ to 6‐month‐old pure‐bred male mice on a C57Bl/6 background. For the long‐term experiment, the mice were randomly assigned to three groups (*n* = 8 mice per group). For 7 weeks, each group was fed a high fat diet rich in trans‐unsaturated (Trans), cis‐unsaturated (Cis), or saturated (Saturated) fatty acids (modified TestDiet 58V8; TestDiet LTD, London). A detailed composition of the test diets is provided in Table S1, Supporting Information. Fat sources were from partially hydrogenated soy oil for the Trans diet, canola and palm olein oil for the Cis diet, and cocoa butter for the Saturated diet. Total fat content in all three diets was 45 energy percent. Bodyweight and food intake were measured weekly. Following the diet intervention, mice were anesthetized with isoflurane, blood was collected via orbital puncture, and mice were euthanized by cervical dislocation. Tissues for RNA and protein analysis were immediately frozen in liquid nitrogen and stored at −80 °C. Tissues for histological analysis were fixed in 4% paraformaldehyde and later embedded in paraffin. For the short‐term experiment, the mice were randomly assigned to three diet groups (*n* = 10 mice per group). The mice were fasted from 12:00 to 18:00 h, after which they were given access to one of the three diets. The mice were euthanized the next day between 9:00 and 11:00 h as described above. The animal studies were approved by the Local Animal Ethics Committee at Wageningen University (2014096.d and AVD104002015236: 2016.W‐0093.006).

### 2.2 FA Profiling of Test Diets by Gas Chromatography‐Flame Ionization Detection

The Folch technique was used to extract the fat component in the test diets as previously described.^40^ In summary, a 2:1 mixture of chloroform to ethanol was used to isolate fats from diets. Water was then added to obtain a biphasic system, with the fat present in the lower chloroform phase. The extracted fats were measured gravimetrically after purification followed by saponification with methanolic NaOH and methylation with boron trifluoride to obtain fatty acid methyl esters. The methyl esters were then fractionated by gas chromatography, detected by flame ionization, and calculated as a fraction of the total amount.

### 2.3 Measurement of Plasma Parameters

Blood samples collected into EDTA‐coated tubes were centrifuged at 10 000 g for 15 min at 4 °C to obtain plasma. Plasma levels of non‐esterified fatty acids (NEFA) and glycerol were measured using kits from HUMAN Diagnostics (Wiesbaden, Germany) according to manufacturer's protocol. Plasma cholesterol and glucose were also quantified using kits from Diasys Diagnostics Systems (Holzheim, Germany) according to manufacturer's protocol. Plasma serum amyloid A (SAA) (Tridelta Development Ltd., Ireland) and haptoglobin (Abcam, Cambridge) were measured using ELISA kits with slight modifications to the manufacturer's protocol. Plasma alanine aminotransferase (ALT) activity (Abcam, Cambridge, UK) and insulin (Crystal Chem, Downers Grove, IL) were also measured using dedicated kits.

### 2.4 Liver Hematoxylin and Eosin Staining

Histology of mice liver samples was performed by hematoxylin and eosin (H&E) staining. In summary, paraformaldehyde‐fixed liver tissues were processed using ethanol and xylene before being embedded into paraffin blocks. Thin liver sections at 5 µm thickness were made using a microtome onto superfrost glass slides and incubated at 37 °C overnight. The liver slices were then stained for 10 min in Mayer hematoxylin solution and for 10 s in eosin Y solution. The slides were then observed under a light microscope and representative images taken.

### 2.5 Liver Collagen Staining

Collagen staining of the liver was performed using the Fast Green FCF/Sirius Red staining. In brief, frozen livers were sectioned at 5 µm, mounted on glass slides and left to air dry for 30 min at room temperature. The slides were then fixed in 4% paraformaldehyde for 30 min, washed thrice (1 min each) in absolute ethanol and rinsed briefly with demi water. The tissues were then stained in collagen dye (0.1% Fast Green FCF, 0.1% direct Red 80 in saturated picric acid solution, Sigma) in a 37 °C incubator for 90 min. The tissues slices were then rinsed with demi water for three to four times until the water was clear, dehydrated with absolute ethanol thrice (30 s each) and in xylene twice (5 min each). The slides were air dried and mounted with Depax mounting medium. Pictures were taken by light microscope.

### 2.6 Liver Triglyceride Measurement

To measure liver triglycerides, 2% liver homogenates were made in a buffer composed of 10 mm Tris, 2 mm EDTA, and 25 mm sucrose at pH 7.5 by homogenizing in a TissueLyser II (Qiagen, Hilden, Germany). Liver triglyceride content was then quantified using Triglyceride liquicolor^mono^ from HUMAN Diagnostics (Wiesbaden, Germany) according to manufacturer's instructions.

### 2.7 Liver Cholesterol Measurement

Total cholesterol in liver was quantified by gas chromatography‐mass spectroscopy (GC‐MS) as previously described.^41^ In brief, a procedure involving extraction, centrifugation, and purification steps were used to isolate cholesterol from 200 mg liver samples using KOH, water, and hexane as solvents. The extracts along with calibration standards were dissolved in dimethyl formamide (DMF), which also served as mobile phase prior to injection into the GC. The chromatograms that were generated were analyzed as total cholesterol content in the mice liver samples.

### 2.8 RNA Isolation and Quantitative Real‐Time PCR

Total RNA was isolated from mice tissues, Hepa1‐6, Huh7, or 3T3‐L1 cells using TRIzol reagent (Invitrogen, Bleiswijk, The Netherlands) and in the case of the mice tissues, homogenized in TRIzol using a TissueLyser II (Qiagen, Venlo, The Netherlands). Following RNA isolation, 1000 ng of RNA was used to synthesize cDNA by reverse transcription using first strand cDNA synthesis kit (Thermo Fisher Scientific, Schaumburg, IL) in accordance with manufacturer's protocol. Changes in gene expression were then determined using a quantitative real‐time PCR detection system (Bio‐Rad) by using SensiMix (Bioline, GC Biotech, Alphen aan den Rijn, The Netherlands). Gene expression values were normalized to the 36b4 housekeeping gene. Primer sequences for measured genes are listed in Table S2, Supporting Information.

### 2.9 Cell Culture, 3T3‐L1 Differentiation, and siRNA Knockdown

#### 2.9.1 Cell Culture

Hepa1‐6 (# CRL‐1830) and 3T3‐L1 pre‐adipocytes (# CL‐173) were obtained from ATCC (Manassas, VA, USA). Huh‐7 cells was a gift from Nicole de Wit (Wageningen University and Research). The cells were cultured in Dulbecco's modified Eagle medium (DMEM) media supplemented with 10% fetal bovine serum, 100 U mL^−1^ penicillin and 1000 µg mL^−1^ streptomycin (Lonza, Verviers, Belgium) in a humidified chamber at 37 °C with 5% CO_2_.

#### 2.9.2 3T3‐L1 Differentiation

During differentiation, the pre‐adipocytes were cultured in 6‐well plates. Two days post‐confluence, the cell culture media was changed to induction media (0.5 mm IBMX, 5 µg mL^−1^ insulin, 1 µm dexamethasone) for 2 days. Induction media was then replaced with insulin media (5 µg mL^−1^ insulin) for 3 days, after which the fully differentiated cells were treated with fatty acids.

#### 2.9.3 3T3‐L1 Co‐Differentiation with Fatty Acids

Pre‐adipocytes were differentiated in the presence of elaidate, oleate, or palmitate to assess the effect of trans, cis, and saturated fatty acids, respectively, on adipocyte differentiation. The 3T3‐L1 pre‐adipocytes were cultured in 6‐well plates. Two days post‐confluence, the cell culture media was changed to induction media (0.5 mm IBMX, 5 µg mL^−1^ insulin, 1 µm dexamethasone) supplemented with 500 µm fatty acids for 2 days. Induction media was then replaced with insulin media (5 µg mL^−1^ insulin) also supplemented with 500 µm fatty acids for 3 days after which the cells were harvested for gene expression analysis.

#### 2.9.4 siRNA‐Mediated Silencing

Silencing of *Srebp1*, *Srebp2*, *Scap, Ubxd8*, and *Soat1* was performed using Dharmacon ON‐TARGETplus SMARTpool siRNAs diluted in 1× siRNA buffer. Hepa1‐6 cells were plated at 5 × 10^4^ cells per well into 24‐well plates and transfected overnight with 50 nm siRNA using 2 µL per well Lipofectamine RNAiMAX transfection reagent (Life Technologies, Bleiswijk, The Netherlands). Transfected cells were subsequently treated with 500 µm fatty acids for 24 h.

#### 2.9.5 Placental Alkaline Phosphatase‐Reporter Assay

The placental alkaline phosphatase (PLAP) assay was performed to measure the processing of SREBP2 in the presence of fatty acids or controls as previously described.^42^, ^43^ HEK293 cells were plated at 2 × 10^5^ cells per milliliter into 12‐well plates and incubated overnight. The cells were then co‐transfected overnight with 150 ng each of PLAP‐conjugated SREBP2 and SCAP plasmids; pCMVpCMV‐SREBP2‐PLAP and pcDNA4‐hSCAP‐MycHis, respectively, in PEI transfection medium.^42^, ^43^ The transfected cells were washed with PBS and treated for 24 h with 500 µm of fatty acids: oleate, palmitate, elaidate, or vehicle control. Treatments with 50 µg mL^−1^ of β‐MCD cholesterol (Sigma‐Aldrich) and a combination of simvastatin (Calbiochem) and mevalonic acid (Calbiochem) at 5 µg mL^−1^ each served as negative and positive controls, respectively. The PLAP assay was then performed by incubating cultured media with PNPP substrate and colorimetrically measuring the absorbance at 405 nm after 60 min as previously described.^42^

#### 2.9.6 Sub‐Cellular Localization in CHO SCAP‐GFP Cells

CHO SCAP‐GFP cells were a kind gift of Prof. Espenshade and were described previously.^44^ CHO SCAP‐GFP cells were cultured at 37 °C in an atmosphere of 8–9% CO_2_, a 1:1 mixture of Ham's F‐12 medium, and DMEM supplemented with 5% v/v FCS. Briefly, cells were generated by transfection of SCAP‐deficient SRD‐13A cells with pGFP‐SCAP, followed by selection in a 1:1 mixture of Ham's F‐12 medium and DMEM supplemented with 5% newborn calf lipoprotein‐deficient serum. pGFP‐SCAP rescued the cholesterol auxotrophy of SRD‐13A cells. CHO SCAP‐GFP cells were incubated for 24 h with 500 µm elaidate or control. The cells were analyzed by microscopy for subcellular localization of SCAP.

### 2.10 Fatty Acid Preparation and Treatment

All fatty acid stocks were initially reconstituted in absolute ethanol. Sub‐stocks of fatty acids at 25 mm were prepared in filter‐sterilized KOH at 70 mm. Complete DMEM supplemented with fatty acid–free BSA (Sigma‐Aldrich, St. Louis, MO) were filter sterilized, and incubated for 30 min with fatty acids to complex BSA to fatty acids. Ratio of BSA to fatty acids were approximately 1:2. Vehicle control treatments only contained equivalent mixture of ethanol and KOH. During treatment, Hepa1‐6, Huh7, or 3T3‐L1 cells were seeded at 2 × 10^5^ cells per milliliter and incubated overnight, followed by treatment with 500 µm concentration of fatty acids for 24 h. Treatment with any other fatty acids were performed similarly. Differentiated 3T3‐L1 cells were incubated with 1 mm final concentrations of fatty acids.

### 2.11 Elaidate Treatment in the Presence of LXR Agonist or Exogenous Cholesterol

To investigate the role of LXR, elaidate‐treated Hepa1‐6 cells were co‐incubated for 24 h with 1 µm of GW3965 (Sigma), an LXR agonist. To investigate the effect of elaidate in the presence of elevated cholesterol, Hepa1‐6 cells were co‐incubated with elaidate in the presence of 500 µm of water‐soluble cholesterol (Sigma).

### 2.12 Intracellular Cholesterol and Cholesterol Ester Quantification by HPLC

For intracellular cholesterol and cholesterol ester measurement, 4 × 10^5^ cells per well were plated into 6‐well plates. After overnight incubation, cells were treated with 500 µm of elaidate or control for 24 h. The cells were then washed three times with ice‐cold PBS and scraped into cold methanol. Cholesterol and cholesterol esters were extracted using a single‐phase extraction. A defined amount of internal standards consisted of 0.5 nmol of cholesterol ester (CE [14:0]) and 1 nmol cholesterol‐D7. The mixture was sonicated in a sonication bath for 15 min and centrifuged for 5 min at 16 000 × *g* at 4 °C. The supernatant was transferred to a glass vial and evaporated. The residue was dissolved in 150 µL chloroform/methanol (1:1 v/v). The analysis of cholesterol and cholesterol esters was performed using an HPLC‐MS system consisting of an Ultimate 3000 binary HPLC pump, a vacuum degasser, a column temperature controller, an auto sampler and a Q‐exactive plus mass spectrometer (Thermo Scientific, Waltham, MA, USA). For the cholesterol esters, 5 µL of the lipid extract was injected onto a “normal phase column” LiChrospher 2 × 250‐mm silica‐60 column, 5 µm particle diameter (Merck, Darmstadt, Germany) as previously described.^45^ For the quantification of cholesterol, 5 µL of the same lipid extracted was injected onto a “reverse phase column” Acquity UPLC HSS T3, 1.8 µm particle diameter (Waters, Milford Massachusetts, USA) and measured as previously described (https://doi.org/10.1016/j.chroma.2014.08.088).

### 2.13 Intracellular Triglyceride Quantification

After 24 h fatty acid treatment, Hepa1‐6 cells were washed twice with PBS. In 6‐well plates, 500 µL Tris‐EDTA buffer (25 mm Tris, 1 mm EDTA [pH 7.5]) was added to the cells and to prepared triglyceride standards (Instruchemie, The Netherlands). The plates were placed in −80 °C for 1 h. The plates were allowed to thaw to room temperature, followed by the addition of 200 µL of tertiary butanol and 50 µL of methanol. The plates were put to shake at 270 rpm for 15 min followed by evaporation on a hot plate at 60 °C. Monocolor reagent (Instruchemie) was then added to the wells, followed by shaking for 5 min at 250 rpm on a plate shaker. Samples and standards were transferred to 96‐well plates and absorbance was measured at 492 nm. Triglyceride content was normalized to protein content, which was quantified by the Pierce BCA protein assay (Thermo Scientific) according to manufacturer's protocol.

### 2.14 Cell cytotoxicity by Lactate Dehydrogenase Assay

Cell cytotoxicity by lactate dehydrogenase (LDH) was performed in culture media from Hepa1‐6 cells in 12‐well plates that were incubated with 500 µm of fatty acids for 24 h. As positive control, the cells were incubated with 10 µL of 10% triton X‐100 for 15 min. LDH assay was performed according to manufacturer's protocol (Roche, USA; #11644793001). In brief, 50 µL of cell‐free culture media were transferred into 96‐well plates and incubated for 10 min at room temperature with 50 µL of a mixture of LDH reagents 1 and 2 (ratio 45:1). To stop the reaction, 25 µL of 1 m HCl was added to each well, followed by absorbance reading at 490 nm.

### 2.15 Western Immunoblotting

Protein expression was determined by western immunoblotting following siRNA knockdown of specific genes and elaidate treatment in Hepa1‐6 cells using standard protocols. In summary, proteins were isolated with RIPA lysis buffer containing protease inhibitors and quantified by Pierce BCA protein assay (Thermo Scientific, USA) according to manufacturer's protocol. Proteins were prepared and 20 µg were loaded onto SDS‐PAGE gels, transferred onto PVDF membranes, and probed for specific proteins. Primary antibodies for SREBP1 (Millipore, #MABS1987), SREBP2 (Millipore, #MABS1988), acyl‐coA synthetase short chain family member 2 (ACSS2) (Cell Signaling; #3658S), 3‐hydroxy‐3‐methylglutaryl‐CoA reductase (HMGCR) (ATCC CRL‐1811, IgG‐A9, undiluted hybridoma supernatant), low density lipoprotein receptor (LDLR) (Biovision, #3839‐100), and Actin (Merck, MAB1501) were diluted in 5% milk in TBS‐T. Secondary antibodies anti‐rabbit IgG‐HRP were diluted at 1:5000 in 5% milk.

### 2.16 Microarray Analysis

Microarray analysis was performed on liver samples from the mice fed the three different diets as well as on Hepa1‐6 hepatoma and differentiated 3T3‐L1 adipocyte cells incubated with different fatty acids. RNA was purified with RNeasy Minikit columns (Qiagen) and analyzed for quality with RNA 6000 Nano chips on the Agilent 2100 bioanalyzer (Agilent Technologies, Amsterdam, The Netherlands). One microgram of RNA was used for cDNA synthesis using the First Strand cDNA synthesis kit (Thermo Scientific). Purified RNA (100 ng) was labeled with the Ambion WT expression kit (Invitrogen) and hybridized to an Affymetrix Mouse Gene 1.1 ST array plate (mouse liver, Hepa1‐6 cells) or 2.1 ST array plate (3T3‐L1 adipocytes) (Affymetrix, Santa Clara, CA). Hybridization, washing, and scanning were carried out on an Affymetrix GeneTitan platform. Scans of the Affymetrix arrays were processed using packages from the Bioconductor project. Arrays were normalized using the robust multi‐array average method.^46^, ^47^ Probe sets were defined by assigning probes to unique gene identifiers, for example, Entrez ID.^48^ For the Hepa1‐6 and 3T3‐L1 cells, the total gene set (24 973 probe sets) was filtered to only include genes with mean signal >20, yielding 10 379 and 11 504 genes, respectively. Microarray data were submitted to the Gene Expression Omnibus (accession number pending).

### 2.17 Statistical Analysis

Results were presented as mean ± SEM for animal experiments and mean ± SD for in vitro experiments. Statistical analyses were performed using Student's paired *t*‐tests or by one‐way ANOVA followed by a Turkey's post hoc multiple comparison test (GraphPad Software, Inc., La Jolla, USA). *p* < 0.05 was considered statistically significant.

## 3 Results

### 3.1 Elaidate Induces a Cholesterogenic Gene Expression Profile in Hepa1‐6 Hepatocytes and 3T3‐L1 Adipocytes

To better characterize the molecular pathways activated by industrial trans fatty acids in liver and fat cells, we determined the effects of elaidate on whole genome gene expression in mouse hepatoma Hepa1‐6 cells and mouse 3T3‐L1 adipocytes. For comparison, cells were also treated with oleate and palmitate as representative cis‐unsaturated and saturated fatty acid, respectively. Using a fold‐change cut‐off of >1.5, 31 genes were commonly induced by elaidate in Hepa1‐6 cells and 3T3‐L1 adipocytes (**Figure** 1A). Pathway analysis of the 31 genes by Enrichr showed strong overrepresentation of pathways related to cholesterol synthesis (Figure 1B). Specifically, of the 31 commonly induced genes, 11 genes are involved in the mevalonate and cholesterol synthesis pathway, including *Mvd, Fdft1, Insig1, Dhcr7, Lss* (Figure 1C). In contrast to elaidate, oleate downregulated genes involved in cholesterol synthesis, which was most obvious in the Hepa1‐6 cells, while palmitate showed an intermediate effect (Figure 1C). Overall, oleate was less potent and palmitate was more potent than elaidate in inducing gene expression in Hepa1‐6 cells (Figure S1A, Supporting Information). Few genes were commonly induced in Hepa1‐6 cells and 3T3‐L1 adipocytes by oleate, while many genes were commonly induced in the two cell types by palmitate (Figure S1A, Supporting Information). Among the commonly induced genes by palmitate, there was a marked overrepresentation of pathways related to the unfolded protein response/ER stress (Figure S1B, Supporting Information). QPCR confirmed the induction of cholesterogenic genes by elaidate in 3T3‐L1 adipocytes (Figure 1D) and Hepa1‐6 cells (Figure 1E), which was further verified in undifferentiated and differentiating 3T3‐L1 cells (Figure S2, Supporting Information). Since the gene expression changes were most robust in the Hepa1‐6 cells, we used Hepa1‐6 cells for further investigation into the cellular mode of action of elaidate. Of note, elaidate caused minimal cytotoxicity (Figure 1F) and minimally induced ER stress markers (Figure 1G) in comparison with palmitate, confirming previous data in RAW264.7 macrophages.^20^ Interestingly, elaidate was equally potent as oleate in promoting lipid accumulation in Hepa1‐6 cells, while palmitate was less potent (Figure 1H).

**Figure 1:**
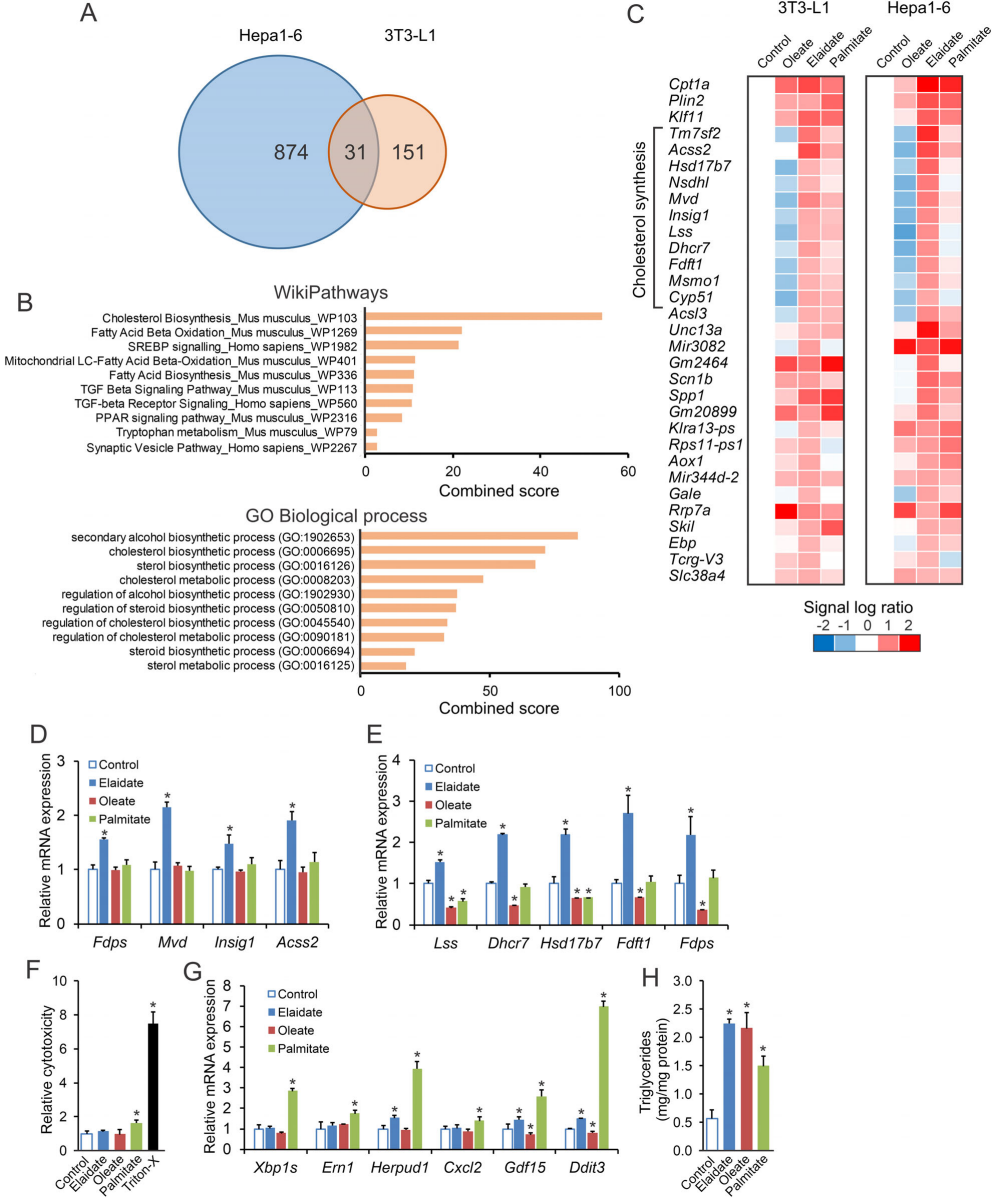
Elaidate induces a cholesterogenic expression profile in differentiated 3T3‐L1 and Hepa1‐6 cells. Differentiated 3T3‐L1 cells were treated with 1 mm fatty acids for 24 h. Hepa1‐6 cells were treated with 500 µm fatty acids for 24 h. A) Venn diagram based on transcriptomics analysis showing the number of genes upregulated by elaidate by at least 1.5‐fold. B) Pathway analysis by Enrichr of the 31 genes commonly upregulated by elaidate in differentiated 3T3‐L1 and Hepa1‐6 cells. C) Heatmap showing relative expression profile of the 31 genes in differentiated 3T3‐L1 and Hepa1‐6 cells after treatment with elaidate, oleate, or palmitate. mRNA expression of cholesterol synthesis genes in D) 3T3‐L1 adipocytes and E) Hepa1‐6 cells. F) Relative cytotoxicity in Hepa1‐6 cells as determined by lactate dehydrogenase assay. G) mRNA expression of ER stress marker genes in Hepa1‐6 cells. mRNA expression was normalized to *36b4*. H) Triglyceride content in Hepa1‐6 cells. Data are mean ± SD; *p < 0.05 relative to control.

### 3.2 Cholesterogenic Effect of Elaidate is Dependent on SREBP2 and SCAP

The expression of cholesterogenic genes is under control of the transcription factors SREBP2 and to a lesser extent SREBP1. Accordingly, we examined the effect of elaidate on the expression of *Srebp1* and *Srebp2*, as well as on their target genes. Compared to control, elaidate significantly upregulated the expression of *Srebp2* and target genes involved in cholesterol synthesis, including *Hmgcr*, *Acss2, Pmvk, Mvd, Fdft1, Ldlr*, and *Sqle* (**Figure** 2A). Elaidate did not induce expression of *Srebp1*. In fact, elaidate downregulated *Srebp1c* (Figure 2A), and had minimal effect on the expression of SREBP1c target genes involved in fatty acid synthesis (Figure S3, Supporting Information). Consistent with the transcriptomics data, oleate downregulated the expression of cholesterogenic genes, while palmitate showed a modest to no effect relative to control (Figure 2A). Similar effects of elaidate on cholesterogenic genes were observed in human Huh7 hepatoma cells (Figure 2B).

**Figure 2:**
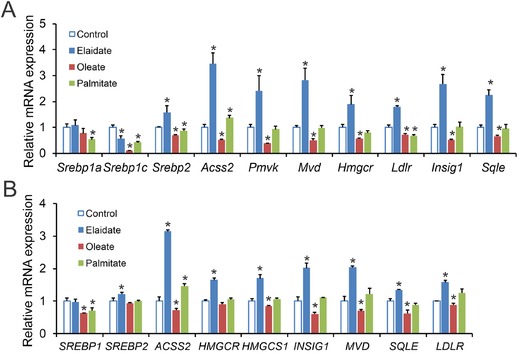
Elaidate induces expression of cholesterogenic genes in murine and human hepatoma cells. A) mRNA expression of cholesterogenic genes in Hepa1‐6 cells treated with elaidate, oleate, or palmitate at 500 µm for 24 h. B) mRNA expression of cholesterogenic genes in Huh7 cells treated with elaidate, oleate, or palmitate at 500 µm for 24 h. mRNA expression was normalized to *36b4*. Data are mean ± SD; *p < 0.05 relative to control.

Guided by these results, we probed the role of SREBP1 and SREBP2 in mediating the induction of cholesterogenic genes by elaidate using siRNA. The siRNA‐mediated silencing of *Srebp1* and *Srebp2* completely abrogated the induction of cholesterogenic genes by elaidate (**Figure** 3A), supporting the role of SREBPs. Interestingly, expression of *Srebp2* was not only reduced by siRNA‐mediated silencing of *Srebp2*, but also by silencing of *Srebp1* (Figure 3A). Coupled with the observation that elaidate increased *Srebp2* mRNA but not *Srebp1* mRNA, these data suggest that in these cells the induction of cholesterogenic genes by elaidate is likely mediated by SREBP2.

**Figure 3:**
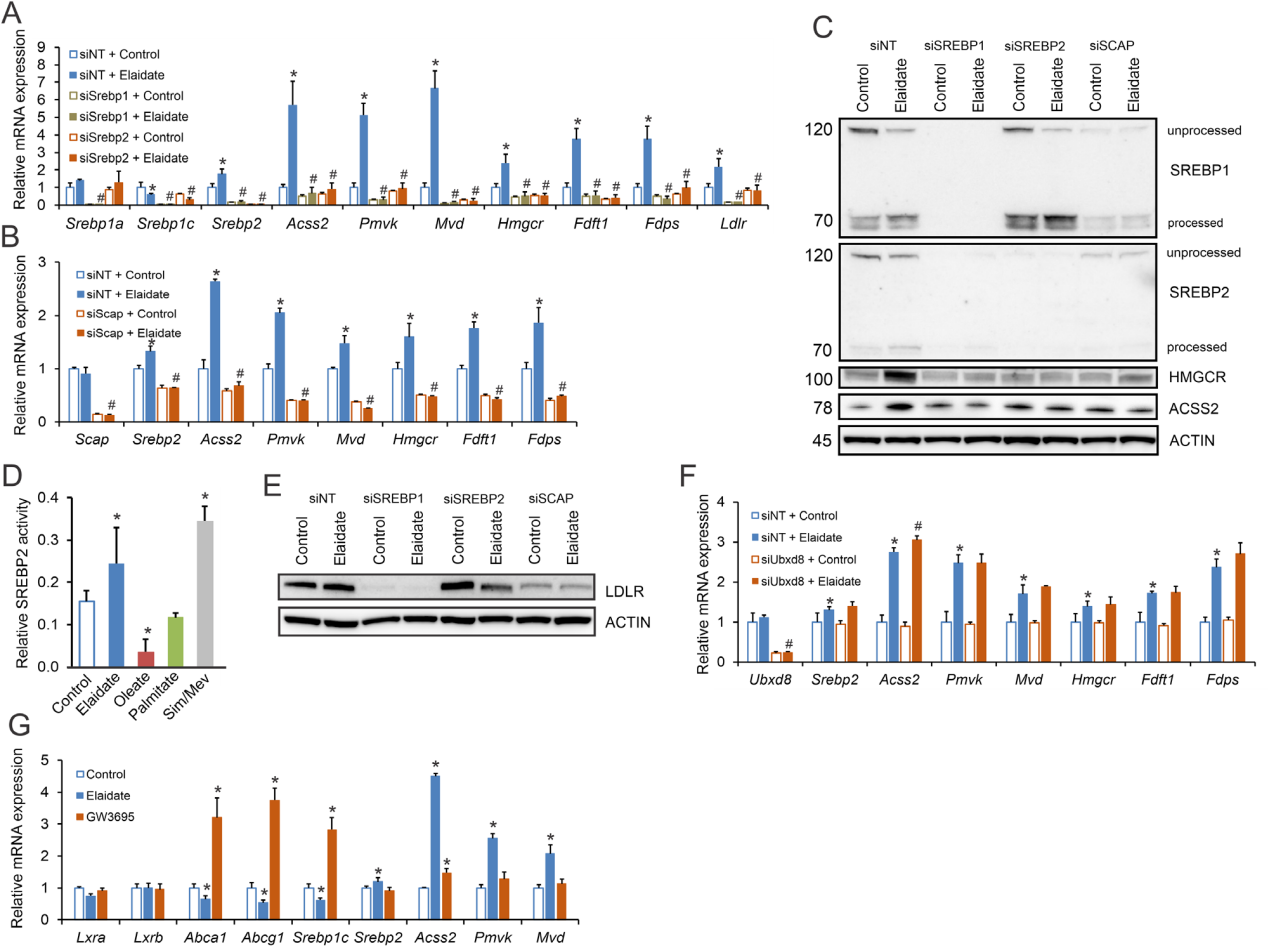
Elaidate induces cholesterogenic gene expression via SREBP2 and SCAP. A) mRNA expression of cholesterogenic genes in Hepa1‐6 cells treated with elaidate and siRNA against *Srebp1* or *Srebp2*. B) mRNA expression of cholesterogenic genes in Hepa1‐6 cells treated with elaidate and siRNA against *Scap*. C) Immunoblot for SREBP1, SREBP2, HMGCR, and ACSS2 in Hepa1‐6 cells treated with elaidate and siRNA against *Srebp1*, *Srebp2*, or *Scap*. β‐Actin served as loading control. D) Relative SREBP2 activity by PLAP‐reporter assay in HEK293 cells. Simvastatin/mevalonic acid (Sim/Mev) at 5 µg mL^−1^ served as a positive control. E) Immunoblot for LDLR in Hepa1‐6 cells treated with elaidate and siRNA against *Srebp1*, *Srebp2*, or *Scap*. β‐Actin served as loading control. F) mRNA expression of cholesterogenic genes in Hepa1‐6 cells treated with elaidate and siRNA against *Ubxd8*. G) mRNA expression of LXR and SREBP target genes in Hepa1‐6 cells treated with elaidate or 1 µm of the LXR agonist GW3695. mRNA expression was normalized to *36b4*. Data are mean ± SD; *p < 0.05 relative to control; #*p* < 0.05 relative to elaidate treatment with non‐targeted siRNA (siNT + Elaidate).

SREBP‐dependent gene regulation requires SCAP for translocation to the Golgi. SCAP serves as a chaperone protein that facilitates the transport of SREBP to the Golgi apparatus for proteolytic processing and activation. Similar to the effect of *Srebp1/Srebp2* silencing, silencing of *Scap* abrogated the induction of SREBP2 target genes by elaidate, indicating that the effects of elaidate require a functional SCAP–SREBP axis (Figure 3B). The role of the SCAP–SREBP pathway in the regulation of cholesterogenesis by elaidate was further investigated at the protein level. Specifically, elaidate increased the levels of activated SREBP1 and SREBP2, as well as the protein levels of SREBP targets HMGCR and ACSS2 (Figure 3C). Copying the mRNA data, knockdown of either isoforms of *Srebp* or *Scap* abolished the induction of ACSS2 and HMGCR by elaidate. Further in line with the mRNA data, silencing of *Srebp1* resulted in a marked reduction in SREBP2, yet the opposite was not the case (Figure 3C).

To further demonstrate that elaidate enhances the processing and activation of SREBP2, we performed a PLAP‐reporter assay in HEK293 cells, which allows monitoring of translocation and subsequent processing of SREPB2 to its active form.^42^ In this assay, elaidate significantly enhanced the processing of SREBP2 to an extent comparable to that observed with statins (Figure 3D). By contrast, oleate decreased SREBP2 activity. Overall, our data suggest that the stimulatory effect of elaidate on cholesterogenic gene expression is mediated by the SCAP–SREBP2 pathway.

Intriguingly, despite upregulating *Ldlr* mRNA, elaidate did not affect LDLR protein (Figure 3E). Furthermore, elaidate reduced LDLR protein in Hepa1‐6 cells treated with *Srebp2* siRNA but not *Srebp1* or *Scap* siRNA (Figure 3E). These data suggest that, in addition to inducing cholesterogenic gene expression, elaidate has a suppressive effect on LDLR protein levels, which is independent of SREBP2 and dependent on SREBP1 and SCAP.

### 3.3 Cholesterogenic Effect of Elaidate is Independent of UBXD8 and LXR

Having established that elaidate requires an intact SCAP–SREBP axis, we evaluated two potential mechanisms by which this fatty acid may stimulate SREBP signaling. First, we considered the possibility that elaidate requires UBXD8 for its activity, as previous studies have proposed this protein to serve as a sensor for unsaturated fatty acids.^36^ UBXD8 is an ER membrane‐associated protein that promotes SREBP processing by degrading insulin‐induced gene 1 (INSIG1), an inhibitor of SCAP–SREBP translocation. However, as shown in Figure 3F, *Ubxd8* mRNA was not affected by elaidate, nor did silencing of *Ubdxd8* affect the induction of cholesterogenic genes by elaidate, suggesting that the induction is independent of UBXD8 (Figure 3F). Alternatively, we hypothesized that elaidate may inhibit activity of LXR, which regulates *Srebp1c* expression and which has been reported to be inhibited by poly‐unsaturated fatty acids.^49^ To test this idea, we treated Hepa1‐6 cells with the LXR agonist GW3965. LXR activation markedly induced the expression of the established LXR target genes *Abca1, Abcg1*, and *Srebp1c*, whereas elaidate suppressed these genes (Figure 3G). In turn, elaidate strongly induced cholesterogenic genes, whilst GW3965 had minimal to no effect. The above data do not support a role of UBXD8 and LXR in the stimulation of cholesterogenic gene expression by elaidate.

### 3.4 Elaidate Alters Intracellular Cholesterol Metabolism

To gain further insight into the mechanism behind the cellular effect of elaidate, we determined fluxes and metabolism of intracellular cholesterol. In the ER, cholesterol binds to SCAP to inhibit SREBP transport to the Golgi.^50^, ^51^ A previous study showed that elaidate upregulates sterol O‐acetyltransferase 1 (SOAT1), the enzyme that catalyzes cholesterol esterification.^21^ Accordingly, we hypothesized that elaidate constitutively turns on SREBP signaling by promoting the esterification of cholesterol, thereby decreasing intracellular free cholesterol levels. While elaidate significantly reduced intracellular free cholesterol levels (**Figure** 4A), levels of cholesterol esters remained unaltered (Figure 4B). Furthermore, siRNA‐mediated knockdown of *Soat1* did not abrogate the ability of elaidate to upregulate the expression of SREBP2 target genes (Figure 4C), indicating that the activation of the SCAP–SREBP2 pathway by elaidate is not dependent on cholesterol esterification.

**Figure 4:**
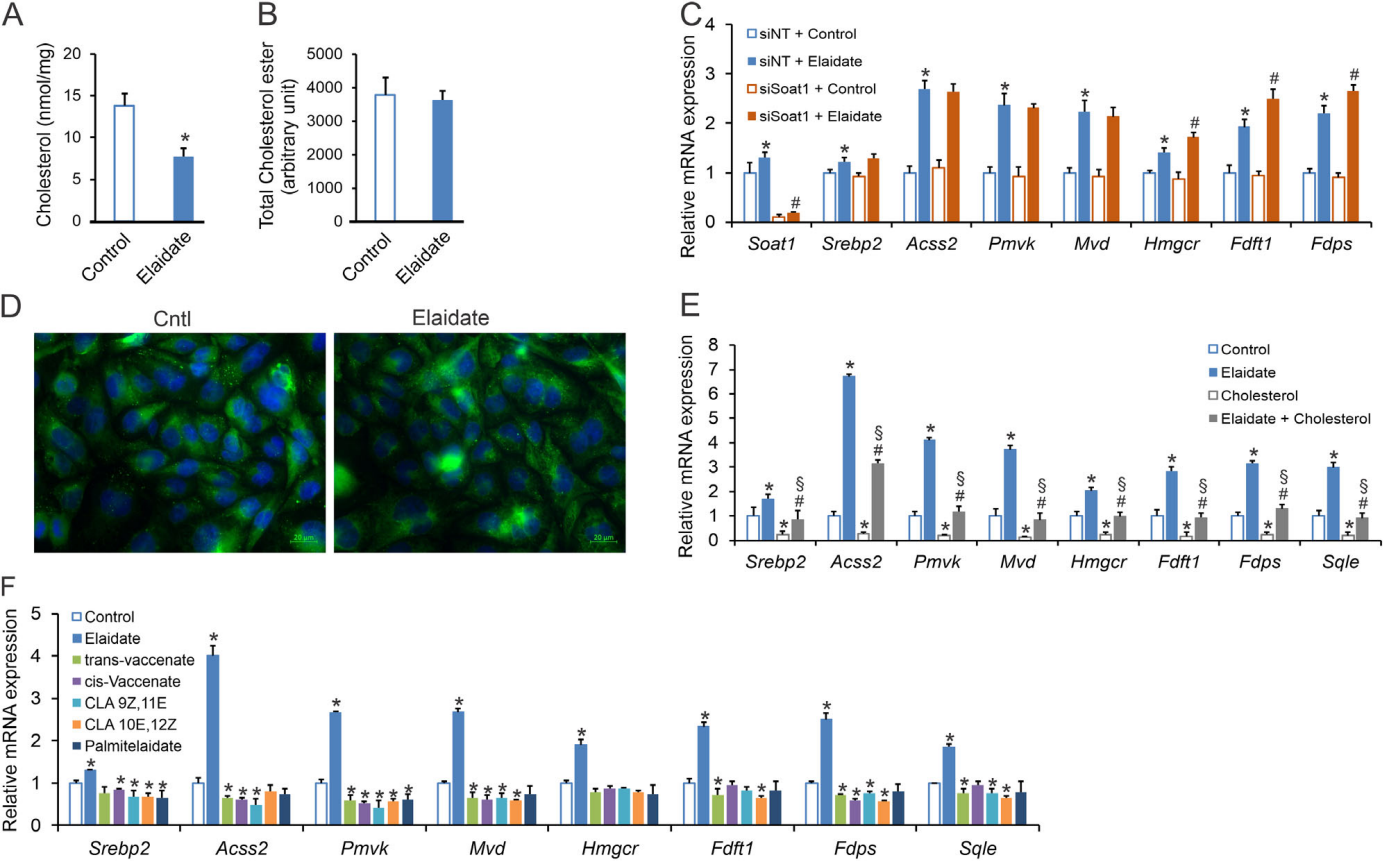
Elaidate alters intracellular cholesterol metabolism in Hepa1‐6 cells. Intracellular levels of A) free cholesterol and B) esterified cholesterol in Hepa1‐6 cells treated with elaidate at 500 µm for 24 h. C) mRNA expression of cholesterogenic genes in Hepa1‐6 cells treated with elaidate and siRNA against *Soat1*. D) SCAP localization in SCAP‐GFP expressing CHO cells treated with elaidate or control. E) mRNA expression of cholesterogenic genes in Hepa1‐6 cells treated for 24 h with 500 µm elaidate and/or 500 µm of exogenous cholesterol. F) mRNA expression of cholesterogenic genes in Hepa1‐6 cells treated with 500 µm of elaidate or other trans fatty acids. mRNA expression was normalized to *36b4*. Images are 200× magnification. Data are mean ± SD; *p < 0.05 relative to control; #*p* < 0.05 relative to elaidate or elaidate treatment with non‐targeted siRNA (siNT + Elaidate); §*p* < 0.05 relative to cholesterol treatment.

Next, we considered the possibility that elaidate directly influences SCAP translocation. To test this, we studied CHO cells that stably produce SCAP‐GFP.^44^ In these cells, treatment with elaidate did not change the cellular distribution of SCAP (Figure 4D). Alternatively, elaidate may modulate cholesterol sensing by SCAP. To test this notion, we increased intracellular levels of cholesterol by delivering exogenous cholesterol, either in the absence or presence of elaidate. As expected, elaidate induced cholesterogenic gene expression, while exogenous cholesterol had a marked suppressive effect on the same set of genes (Figure 4E). In the presence of elaidate, exogenous cholesterol still significantly reduced cholesterogenic gene expression, suggesting that elaidate does not completely abolish the cholesterol‐sensing ability of SCAP. However, compared to the cholesterol‐only condition, adding elaidate significantly upregulated cholesterogenic gene expression, suggesting that elaidate desensitizes SCAP to cholesterol (Figure 4E). Taken together, these results suggest that elaidate activates the SCAP–SREBP2 pathway through complementary mechanisms that include lowering intracellular free cholesterol levels and desensitizing SCAP to cholesterol.

Finally, we examined whether the stimulatory effect of elaidate on cholesterogenic genes can be generalized to dietary trans fatty acids as a group. Remarkably, elaidate had distinct effects from natural trans fatty acids. Whereas the industrially produced elaidate upregulated cholesterol synthesis genes, natural trans fatty acids such as trans‐vaccenate, conjugated linoleate, and palmitelaidate did not show such an effect (Figure 4F). In fact, if anything, these naturally occurring trans fatty acids mildly decreased expression of these genes. Our data thus indicate that elaidate, but not ruminant trans fatty acids, activate the SCAP–SREBP2 pathway in cultured hepatoma cells.

### 3.5 Trans Fat Feeding Causes Lipoatrophy and Hepatomegaly in Mice

In a separate set of studies, we aimed to investigate the effects of industrial trans fatty acids on the liver in vivo. To that end, male C57Bl/6 mice were randomly assigned to one of the three calorically equivalent diets enriched in different types of fatty acids: a Trans diet, a Cis diet, or a Saturated diet. The Trans diets consisted of 30–35% trans‐unsaturated fatty acids originating from partially hydrogenated soybean oil (**Figure** 5A and Table S3, Supporting Information). The Cis diet contained equivalent amount of saturated fatty acids as the Trans diet, but with cis mono‐ and poly‐unsaturated fatty acids replacing the trans‐unsaturated fatty acids. The Saturated diet contained about 60% saturated fatty acids, but with equivalent amounts of cis mono‐ and poly‐unsaturated fatty acids as the Trans diet. Overall, about 60–65% of the fatty acid composition was similar between the three diets, with the remaining 35–40% being taken up by either trans‐unsaturated fatty acids, cis‐unsaturated fatty acids, or saturated fatty acids (Figure 5A). Food intake (Figure 5B) and body weight (Figure 5C) were not significantly different between the three groups of mice. In comparison to the mice fed the Saturated and Cis diets, the mice fed the Trans diet had a significantly higher relative liver weight (Figure 5D), but significantly lower relative gonadal fat weight (Figure 5E). Consequently, the ratio of liver to gonadal fat weight was approximately twofold higher in the mice fed the Trans diet (Figure 5F). No significant differences in plasma levels of cholesterol, glycerol, NEFA, glucose, and insulin were observed between the Trans group and the Cis and Saturated groups (Figure 5G).

**Figure 5:**
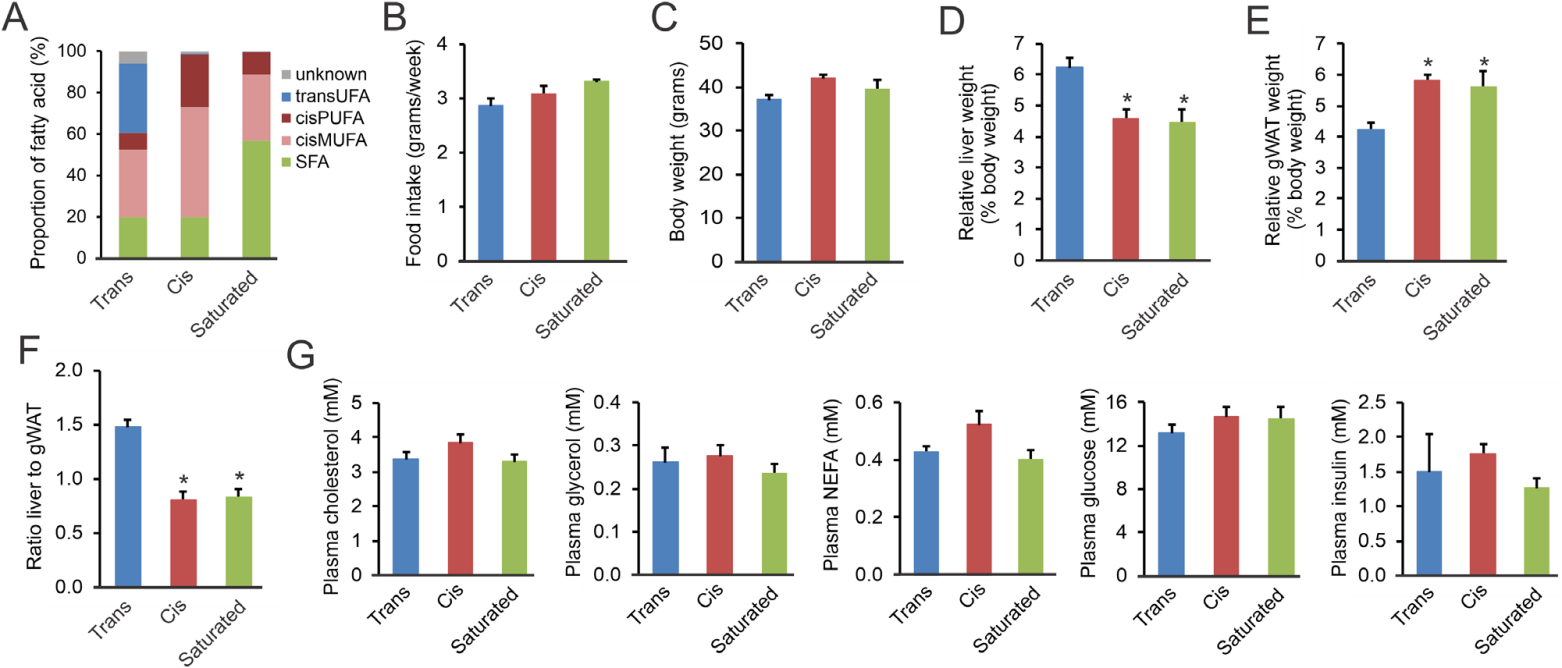
Anthropometric measurements and plasma metabolites in mice fed the different high fat diets for 7 weeks. A) Profile of relative content of different fatty acids in the test diets. TFA, trans‐unsaturated fatty acids; PUFA, poly‐unsaturated fatty acids; cisMUFA, cis mono‐unsaturated fatty acids; SFA, saturated fatty acids. B) Average weekly food intake during the 7‐week diet intervention. C) Final body weights. D) Relative liver weight. E) Relative weight of gonadal white adipose tissue (gWAT). F) Ratio of liver to gWAT weight. G) Plasma levels of cholesterol, glycerol, non‐esterified fatty acids (NEFA), glucose, and insulin. Data are mean ± SEM; *N* = 8 mice per group; *p < 0.05 relative to Trans group.

### 3.6 Trans Fat Feeding Promotes Non‐Alcoholic Fatty Liver Disease

Remarkably, plasma ALT activity was significantly higher in the Trans group than in the Cis and Saturated groups, suggesting enhanced liver damage (**Figure** 6A). In addition, plasma levels of the acute phase proteins haptoglobin (Figure 6B) and SAA (Figure 6C) were markedly higher in the mice fed the Trans diet. Furthermore, hepatic triglycerides and cholesterol levels were higher in the Trans group compared to the Saturated group (Figure 6D,E). Supporting the quantitative triglyceride analysis, H&E staining revealed enhanced steatosis in the livers of mice fed the Trans diet in comparison with mice fed the Saturated and Cis diets (Figure 6F). 

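Total RNA from the livers of the 3 diet groups was hybridized to Affymetrix Mouse Gene 1.1 ST arrays, with a separate array for each mouse. There were 8 arrays for the Trans group, 8 for the Cis group and 8 for the Saturated group, all from male C57Bl/6 mice fed for 7 weeks a diet with 45% of its energy as fat. The authors normalized the arrays by the robust multi‐array average (RMA), and the deposited values are on the log2 scale, with 1 value per probe set and array. The 24 arrays carry 35556 probe sets, of which 21218 are assigned to a single gene, and these cover 18820 genes. Values ran from 0.309 to 13.46, and the medians of the arrays from 2.94 to 3.06. The median correlation of an array with the other 23 was lowest in Trans replicate 4, at 0.975, and at most 0.986. The heatmaps of Figs. 6H and 7B have 23 columns, 7 of them Saturated. The colours of 15 genes in Fig. 7B and 19 genes in Fig. 6H followed the array values best when Saturated replicate 2 was taken as the liver not shown, and the paper gives no reason for leaving it out. Values are therefore given first over the 23 livers shown and then over all 24.

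Groups were compared with limma, with a single fit over the 3 groups, a two-sided moderated test for each of the 35556 probe sets and Benjamini-Hochberg adjustment, and a gene was called at an adjusted p under 0.05. A gene with several probe sets is given by the one of highest mean. Signals are the values brought back to the linear scale. The 33 lists of genes, with 567 entries in all, were fixed before the data were examined. A gene in several lists counts once in each, and genes not measured are included. Each list was compared with all other genes by camera (limma), two-sided, with a preset correlation between genes of 0.01 and adjustment over the 33 lists. This preset is low for lists regulated together, and each list was therefore also tested with the correlation estimated from the data. With 8 arrays per group, simulated log2 changes of 0.5 were recovered for 56% of probe sets and changes of 1 for 94%. That simulation gave 182 calls, against 3 for Trans against Saturated over all 24 livers. More calls make the adjusted threshold easier to pass, so these shares do not give the power on the real arrays. In that comparison Sqle (log2 difference −1.37, adjusted p = 0.402) and Idi1 (−1.19, adjusted p = 0.202) were not called by limma. The number of arrays limits the precision of each value.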

To further characterize the hepatic phenotype in the three groups, we performed transcriptomics analysis. 

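Genes of mitochondrial fatty acid oxidation rose together in the livers of the Trans group relative to the Saturated group, by a small amount. Over the 23 livers shown, 17 of 17 measured genes had a higher mean in Trans, with a median log2 difference of 0.15, and the list mean was 1.10-fold higher, with 8 of 8 Trans livers above the Saturated mean (adjusted p = 1.63e-07, camera). With an estimated correlation the adjusted p was 0.094. Over all 24 livers the median log2 difference was 0.13 (adjusted p = 1.11e-06, or 0.118 with an estimated correlation). Cpt2, which reforms acyl-CoA inside the mitochondrion, had a log2 difference of 0.23 (standard error 0.07), Decr1, an auxiliary enzyme for unsaturated fatty acids, one of 0.24 (standard error 0.07) and Acadm, the medium-chain acyl-CoA dehydrogenase, one of 0.20 (standard error 0.06). These 3 genes were called when adjusted over the list alone. Over all probe sets limma called 0 of the 17, with 8 higher at an unadjusted p under 0.05. Cpt1a, the carnitine palmitoyltransferase of the outer membrane, had a log2 difference of 0.21 (standard error 0.08) and was not called over this list alone.

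The list of PPARα targets, which shares 4 genes with the mitochondrial list, also rose. The mean was higher in Trans for 16 of 18 genes, with a median log2 difference of 0.22, and 7 of 8 Trans livers lay above the Saturated mean (adjusted p = 4.62e-08, or 0.094 with an estimated correlation). An exact permutation test of the list mean of each liver, two-sided, gave p = 0.0785. Over all 24 livers the median was 0.21 (adjusted p = 8.59e-09, or 0.0851 with an estimated correlation). Limma called 0 of the 18 over all probe sets, with 10 higher and 1 lower at an unadjusted p under 0.05, and 8 were higher when adjusted over the list alone, Cpt1a among them over the 23 livers only. Vnn1, a pantetheinase, had a log2 difference of 0.65 (standard error 0.15), Cd36, a fatty acid transporter, one of 0.66 (standard error 0.20), Mgll, a monoglyceride lipase, one of 0.31 and Creb3l3, a transcription factor of the liver, one of 0.19. Fgf21, a hormone of the fasted liver, had −0.73 and Pdk4 −0.24, against the direction of the rest, and Pdk4 had 0.02 over all 24 livers. Of 14 genes of peroxisomal oxidation, 11 had a higher mean in Trans, with a median log2 difference of 0.16, and 6 of 8 Trans livers lay above the Saturated mean (adjusted p = 2.91e-04, or 0.244 with an estimated correlation). Over all 24 livers the median was 0.17 (adjusted p = 8.96e-05, or 0.19 with an estimated correlation). The thiolases Acaa1b (log2 difference 0.30) and Acaa1a (0.25) were called when adjusted over the list alone, of 6 genes at an unadjusted p under 0.05 and 0 over all probe sets with limma. The transporter Abcd2 had −0.25, Abcd3 −0.07 and Scp2 −0.01.

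Across the whole array, limma called 6 probe sets higher and 10 lower in Trans than in Saturated over the 23 livers, and 2 higher and 1 lower over all 24. At an unadjusted p under 0.05 there were 2774 and 2603 of them, where chance gives 1778. For Trans against Cis, 0 were called over the 23 livers (2166 at an unadjusted p under 0.05), and over all 24 only 1, which names no gene. None of the 3 lists was called between Trans and Cis. The median log2 difference was 0.03 for the mitochondrial list (4 of 8 Trans livers above the Cis mean, adjusted p = 0.466), 0.01 for the peroxisomal list (adjusted p = 0.506) and 0.07 for PPARα targets (5 of 8, adjusted p = 0.0666). The mean of the peroxisomal list, unlike its median, was lower in Trans, by 1.001-fold and in 4 of 8 Trans livers.

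**Figure D1:**
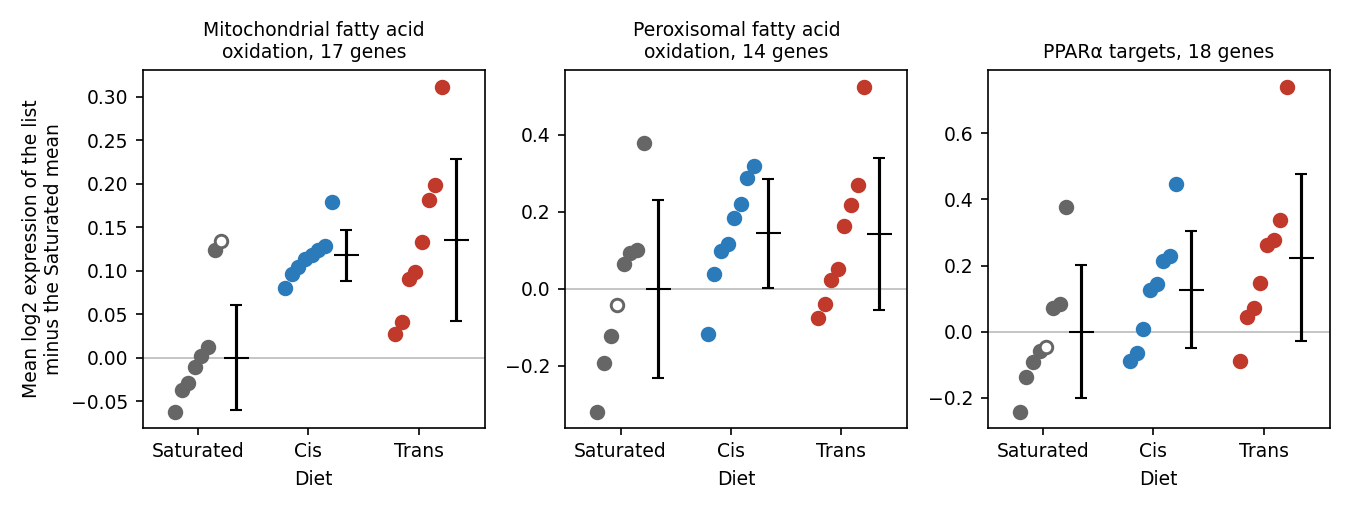
Mean log2 expression of the genes of mitochondrial fatty acid oxidation (17 genes), peroxisomal fatty acid oxidation (14 genes) and PPARα targets (18 genes) in each liver of the Saturated, Cis and Trans groups, relative to the mean of the 7 Saturated livers shown in the heatmaps. Points are livers, the open symbol is Saturated replicate 2, and bars are the mean ± SD without it; for the mitochondrial list, 8 of 8 Trans livers lie above 0.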

Gene set enrichment analysis showed elevated expression of collagen formation pathways and fatty acid degradation pathways in the mice fed the Trans diet (Figure 6G). 

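Collagen genes as a list rose in the Trans livers against Saturated, by a small amount on average, and mostly had a higher mean against Cis too. Against Saturated, over the 23 livers shown, the mean was higher in Trans for 34 of 42 collagen genes, with a median log2 difference of 0.13, and the list mean was 1.12-fold higher, with 8 of 8 Trans livers above the Saturated mean (adjusted p = 5.48e-06, or 0.094 with an estimated correlation). An exact permutation test of the list mean, two-sided, gave p = 0.00357. Over all 24 livers 36 of 42 genes had a higher mean, with a median of 0.11 (adjusted p = 1.11e-06, or 0.0758 with an estimated correlation). Against Cis, 30 of 42 genes had a higher mean in Trans, with a median log2 difference of 0.06, and 7 of 8 Trans livers lay above the Cis mean (adjusted p = 0.0029, or 0.395 with an estimated correlation). The exact permutation p of this difference was 0.0373, or 0.36 adjusted over the 33 lists, and over all 24 livers the adjusted p was 0.0027, or 0.377 with an estimated correlation.

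Col1a1, a chain of the fibrillar collagen that makes up most scar tissue, had a signal of 43.9 ± 23.4 (SD, n = 8) in Trans, 25.3 ± 10.2 (SD, n = 8) in Cis and 23.3 ± 4.91 (SD, n = 7) in the Saturated livers shown. Its log2 difference was 0.78 (standard error 0.27) against Saturated and 0.72 (standard error 0.26) against Cis, and neither was called. Col3a1, the other main fibrillar chain of the fibrotic liver, had log2 differences of 0.58 and 0.56 and was not called. Col4a2, a chain of the basement membrane, was higher against Saturated by a log2 difference of 0.47 (standard error 0.11), in 8 of 8 Trans livers, and was the only collagen gene called when adjusted over the list alone (adjusted p over all probe sets 0.127). Its partner chain Col4a1 had 0.33. Col6a6 had 0.57 at the probe set used and 0.0071 at its other probe set. Both were of low signal, with mean log2 values of 2.97 and 1.92. In the comparison with Cis, Col6a2 had a log2 difference of 0.37 and Col4a2 one of 0.24. Limma called 0 of the 42 over all probe sets in either comparison, with 10 higher at an unadjusted p under 0.05 against Saturated and 5 against Cis. Against the direction of the list, Col4a4 and Col20a1 had log2 differences of −0.13 against Saturated, and Col4a6 had −0.15 and Col27a1 −0.14 against Cis. A mean signal above 20 was reached by 9 of the 42 genes. Col1a1 was highest in Trans replicate 1 (log2 signal 6.48) and Trans replicate 4 (6.10). Without Trans replicate 4 the adjusted p of the list against Cis was 0.108. For Cis against Saturated the median log2 difference of the list was 0.06 (adjusted p = 0.105), with 7 of 8 Cis livers above the Saturated mean.

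Markers of other cell types moved in the same comparisons, given here over all 24 livers. Against Saturated, smooth muscle markers had a higher mean in 7 of 7 genes, with a median log2 difference of 0.36 (adjusted p = 3.74e-04, or 0.16 with an estimated correlation), and endothelial markers in 10 of 12, with a median of 0.09 (adjusted p = 0.0087, or 0.292 with an estimated correlation), while hepatocyte markers had a lower mean in 12 of 14 (adjusted p = 0.00275, or 0.121 with an estimated correlation). Quiescent stellate markers had a lower mean in 7 of 9 genes (adjusted p = 0.00536, or 0.0758 with an estimated correlation). Against Cis, smooth muscle markers were higher in 7 of 7 genes, with a median of 0.29 (adjusted p = 0.00161, or 0.377 with an estimated correlation), and endothelial markers 1.10-fold higher in the list mean (adjusted p = 7.47e-05, or 0.377 with an estimated correlation).

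**Figure D2:**
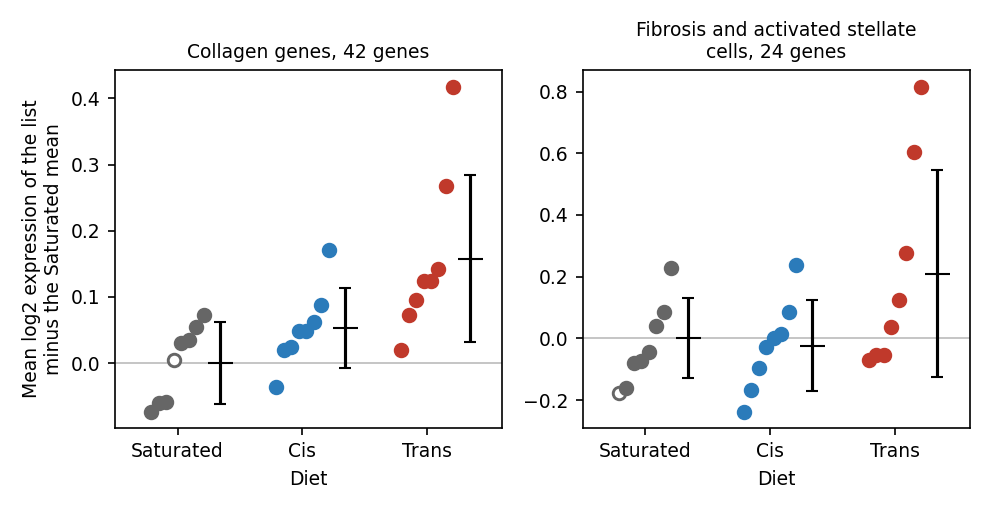
Mean log2 expression of the collagen genes (42 genes) and of the genes of fibrosis and activated stellate cells (24 genes) in each liver of the Saturated, Cis and Trans groups, relative to the mean of the 7 Saturated livers shown in the heatmaps. Points are livers, the open symbol is Saturated replicate 2, and bars are the mean ± SD without it; for the collagen genes, 8 of 8 Trans livers lie above 0.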

The higher expression of collagen‐related genes in the Trans group compared to the Cis and Saturated groups is visualized in Figure 6H. Consistent with the transcriptomic results, hepatic collagen staining was most pronounced in the mice fed the Trans diet (Figure 6I), supportive of a more marked NAFLD phenotype. 

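Genes of cholesterol synthesis fell in the livers of both the Trans and the Cis groups relative to the Saturated group. Over the 23 livers shown, 18 of 18 measured genes of the pathway had a lower mean in Trans than in Saturated, with a median log2 difference of −0.89, and the list mean was lower by 1.83-fold, in 8 of 8 Trans livers (adjusted p = 1.29e-40). The fall was still called with an estimated correlation (adjusted p = 0.011) and passed an exact permutation test of the list mean, two-sided (p = 3.11e-04, or 0.0103 adjusted over the 33 lists, and 0.0574 so adjusted over all 24 livers). In Cis the same 18 genes had a median log2 difference of −0.75 from Saturated, and the list mean was lower by 1.64-fold, in 8 of 8 Cis livers (adjusted p = 1.19e-32, or 0.0316 with an estimated correlation).

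At the level of single genes, limma called 6 of the 18 lower in Trans over all probe sets, and 18 when adjusted over the list alone. Sqle, the squalene epoxidase, had a signal of 105 ± 47.6 (SD, n = 8) in Trans, 131 ± 65.1 (SD, n = 8) in Cis and 316 ± 75.9 (SD, n = 7) in the Saturated livers shown, and a log2 difference of −1.74 (standard error 0.32, adjusted p = 0.0443, lower in 8 of 8 Trans livers). Idi1, the isopentenyl diphosphate isomerase, had −1.37 (adjusted p = 0.0227), Cyp51, the lanosterol demethylase, −1.10 (adjusted p = 0.0196) and Tm7sf2, a sterol reductase, −0.82 (adjusted p = 0.00973), each lower in 8 of 8 Trans livers. The other 2 called genes were Fdft1 and Msmo1. Among those not called over all probe sets, Mvd had −1.24, Lss −1.07, Pmvk −0.91, Fdps −0.75 and Dhcr7 −0.57. Of 9 genes of sterol sensing and uptake, 5 had a lower mean in Trans, with a median log2 difference of −0.10 (adjusted p = 0.0133, or 0.15 with an estimated correlation, 8 of 8 Trans livers below the Saturated mean). They included Scap (−0.30), Srebf2 (−0.34), Insig1 (−0.46) and Stard4 (−0.37), the 4 called when adjusted over the list alone, while limma called 0 over all probe sets and found 4 at an unadjusted p under 0.05. Npc1 (0.15), Mylip (0.13) and Insig2 (0.19) had a higher mean.

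Saturated replicate 2, which the heatmaps leave out, had the lowest cholesterol synthesis expression of its group, at −1.29 on the log2 scale relative to the mean of the other 7, which ranged from −0.37 to 0.37. With it included, the median log2 difference of the list over all 24 livers was −0.71 for Trans (adjusted p = 2.65e-25) and −0.56 for Cis (adjusted p = 1.28e-17), and 0 of the 18 genes were called by limma over all probe sets in either comparison, of 18 and 15 at an unadjusted p under 0.05. With an estimated correlation these adjusted p values were 0.0758 and 0.161. Over all 24 livers the sterol sensing list was not called (median −0.06, 6 of 8 Trans livers lower, adjusted p = 0.0522). From the negative correlation of these genes with hepatic cholesterol, the paper proposes that their expression in liver mainly follows the hepatic cholesterol level. Overnight feeding gave similar expression in Trans and Saturated and markedly lower expression in Cis. From this the paper proposes that industrial trans and saturated fat stimulate SREBP signalling in the short term, relative to cis fat. In its discussion, with a call for caution in comparing cells and animals, it speculates that the Trans diet at first stimulated cholesterogenesis and so raised liver cholesterol, and that the expression of these genes then fell in compensation.

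**Figure D3:**
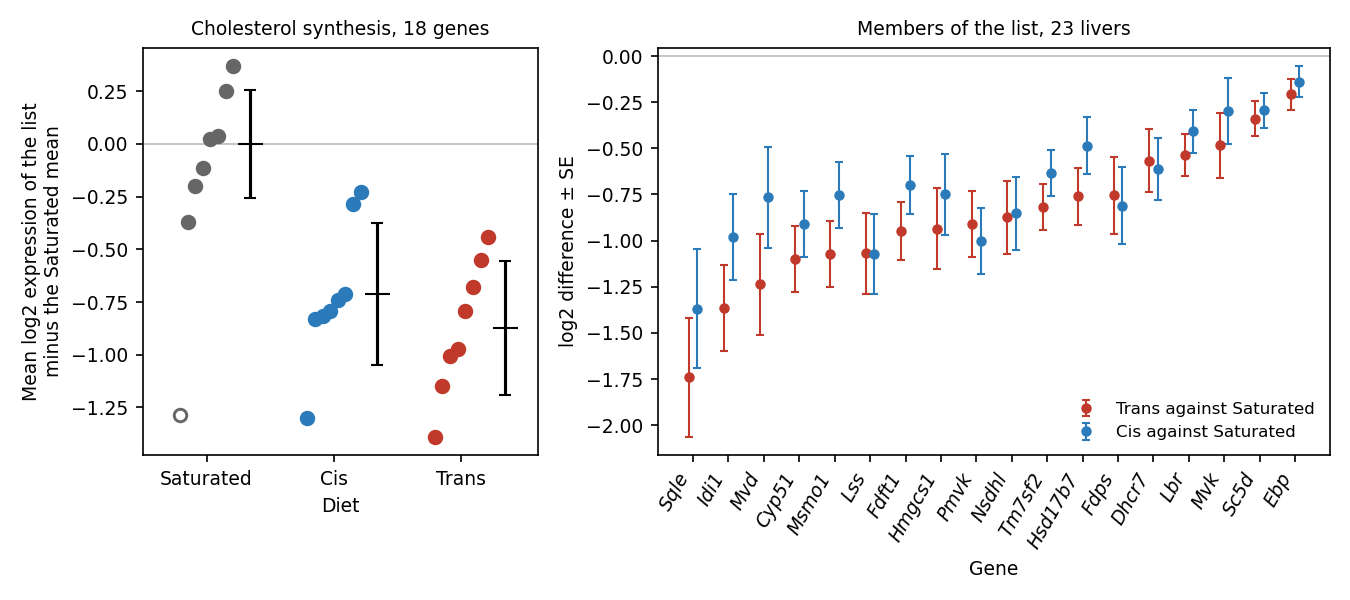
Left, mean log2 expression of the 18 genes of cholesterol synthesis in each liver relative to the mean of the 7 Saturated livers shown in the heatmaps; points are livers, the open symbol is Saturated replicate 2, and bars are the mean ± SD without it. Right, log2 difference ± standard error of each of the 18 genes for Trans and Cis against Saturated over 23 livers; 18 of 18 lie below 0 in both.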

Interestingly, gene set enrichment analysis showed decreased expression of the cholesterol synthesis pathway in the mice fed the Trans and Cis diets compared to the Saturated diet (**Figure** 7A,B), which was confirmed by qPCR (Figure 7C). 

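Fdft1 (squalene synthase) and Msmo1 (a methylsterol oxidase) were both lower in the Trans livers than in the Saturated livers shown, and their means in Cis lay in between. The signal of Fdft1 was 799 ± 163 (SD, n = 7) in the Saturated livers shown, with a range of 605 to 1071, against 498 ± 119 (SD, n = 8; 288 to 667) in Cis and 414 ± 71.5 (SD, n = 8; 280 to 481) in Trans. Each of the 8 Trans livers was thus below each of the 7 Saturated livers shown. The signal of Msmo1 was 1195 ± 315 (SD, n = 7; 880 to 1770) in Saturated, 705 ± 166 (SD, n = 8; 559 to 1014) in Cis and 572 ± 155 (SD, n = 8; 364 to 765) in Trans.

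Between Trans and Saturated the log2 difference was −0.95 for Fdft1 (standard error 0.16) and −1.07 for Msmo1 (standard error 0.18), with adjusted p = 0.0196 for both from limma and 8 of 8 Trans livers below the Saturated mean. For Cis against Saturated the differences were −0.70 for Fdft1 (adjusted p = 0.196) and −0.75 for Msmo1 (adjusted p = 0.285), with 8 of 8 Cis livers lower for both. For Trans against Cis they were −0.25 (adjusted p = 0.842, 8 of 8 Trans livers lower) and −0.32 (adjusted p = 0.815, 5 of 8). Saturated replicate 2 had a Fdft1 signal of 355 and a Msmo1 signal of 435, both within the range of the Trans livers. With this liver included, the difference between Trans and Saturated was −0.80 for Fdft1 (adjusted p = 0.202) and −0.90 for Msmo1 (adjusted p = 0.254). Hepatic cholesterol of the same mice was not analysed here.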

The expression of cholesterol synthesis genes was highly negatively correlated with hepatic cholesterol levels, suggesting that cholesterogenic gene expression is mainly determined by hepatic cholesterol levels (Figure 7D,E). In contrast to liver, in gonadal adipose tissue the expression of genes involved in lipogenesis (Figure 7F) and cholesterogenesis (Figure 7G) was markedly higher in the Trans group than in the Cis and Saturated groups. This lipo‐ and cholesterogenic effect of the Trans diet was recapitulated in the inguinal adipose tissue depot (Figure S4, Supporting Information). Taken together, these data show that the Trans diet led to more advanced NALFD as compared to the Cis and Saturated diets, as shown by elevated ALT activity, elevated liver triglyceride and cholesterol levels, and increased expression of fibrosis‐related genes.

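On the arrays, genes of fibrosis and activated stellate cells, the cells that lay down scar tissue in the liver, mostly had a higher mean in the Trans group, which passed the camera test of the list but not an exact permutation of the livers. Against Saturated, over the 23 livers shown, 21 of 24 genes had a higher mean in Trans, with a median log2 difference of 0.13, and 5 of 8 Trans livers lay above the Saturated mean (adjusted p = 8.78e-04, or 0.339 with an estimated correlation). Against Cis, 22 of 24 had a higher mean, with a median of 0.17, again in 5 of 8 Trans livers (adjusted p = 2.07e-05, or 0.395 with an estimated correlation). Lgals1 had a log2 difference of 0.78 from Saturated (standard error 0.26), Acta2, the actin of activated stellate and smooth muscle cells, 0.92 (standard error 0.38), Sparc 0.32 and Vim 0.40. Limma called 0 of the 24 over all probe sets and 0 when adjusted over the list alone, in both comparisons, with 5 at an unadjusted p under 0.05 against Saturated and 6 against Cis. In the comparison with Cis, Lum had a log2 difference of 0.53, Timp2 0.39 and Tagln 0.56. Dcn (−0.05 against Saturated) and Fn1 (−0.06 against Cis) had a lower mean.

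The livers of the Trans group differed among themselves in this list. Relative to the Saturated mean, the list stood at 0.82 on the log2 scale in Trans replicate 1 and 0.60 in Trans replicate 4, and the lowest Trans liver was at −0.07. An exact permutation test of the list mean, two-sided, gave p = 0.157 against Saturated and p = 0.0948 against Cis. Smooth muscle markers, which share 2 genes with this list, moved with it, at a median log2 difference of 0.37 from Saturated (6 of 8 Trans livers, adjusted p = 8.78e-04, or 0.197 with an estimated correlation), and stood at 1.04 in Trans replicate 1 and 1.11 in Trans replicate 4.

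Markers of other cell types also moved with the Trans diet. Markers of quiescent stellate cells fell against Saturated, with a median log2 difference of −0.15 and 8 of 8 Trans livers lower (adjusted p = 0.00397, or 0.0777 with an estimated correlation), among them Colec11 (−0.26), Hhip (−0.63) and Lrat (−0.26), while Pdgfra had 0.27. Over all 24 livers Colec11, Hhip and Pdgfra passed when adjusted over the list alone and Lrat did not. Limma called 0 of them over all probe sets. Markers of Kupffer cells, the resident macrophages of the liver, fell (median −0.23, 5 of 8 Trans livers, adjusted p = 2.91e-04, or 0.318 with an estimated correlation), and so did markers of hepatocytes (median −0.07, 7 of 8 Trans livers, adjusted p = 0.00288, or 0.164 with an estimated correlation). The fall of the Kupffer list did not pass an exact permutation test of the list mean (p = 0.195, or 0.164 over all 24 livers). Markers of lipid-associated and monocyte-derived macrophages rose against Saturated (median 0.18, 6 of 8 Trans livers, adjusted p = 0.0246, or 0.362 with an estimated correlation) and against Cis (median 0.25, 6 of 8, adjusted p = 2.80e-04, or 0.395 with an estimated correlation). Endothelial markers rose against Cis, with 12 of 12 genes higher and a median of 0.11 (7 of 8 Trans livers, adjusted p = 7.33e-05, or 0.395 with an estimated correlation). Over all 24 livers the fibrosis list had adjusted p = 6.57e-05 against Saturated (0.26 with an estimated correlation) and 1.78e-05 against Cis (0.377 with an estimated correlation). The lists of cell markers named in this paragraph kept their direction.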

**Figure 6:**
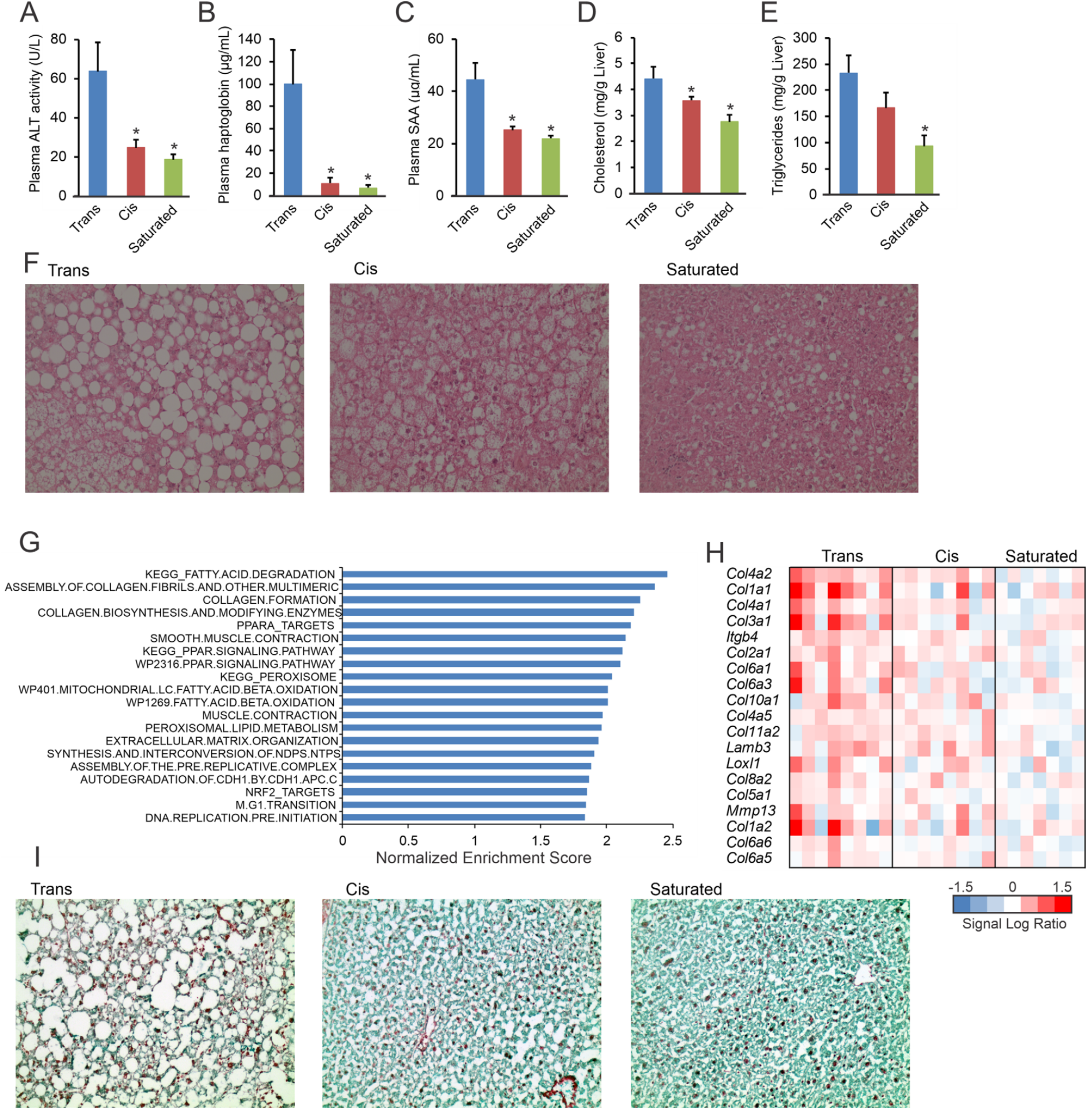
Increased liver damage, steatosis and fibrosis in mice fed the Trans diet. A) Plasma levels of alanine aminotransferase (ALT) activity. Plasma levels of the A) acute phase proteins haptoglobin and B) serum amyloid A. Quantification of hepatic content of D) cholesterol and E) triglycerides. F) Representative images of liver steatosis by hematoxylin and eosin staining. G) Top 20 upregulated gene sets in livers of mice fed the Trans diet, determined by gene set enrichment analysis. Gene sets were ranked according to normalized enrichment score. H) Expression profile of genes within the gene set Assembly of Collagen Fibrils. I) Representative images of collagen staining using Fast Green FCF/Sirius Red. Images are 200× magnification. Data are mean ± SEM; *N* = 8 mice per group; *p < 0.05 relative to Trans group.

**Figure 7:**
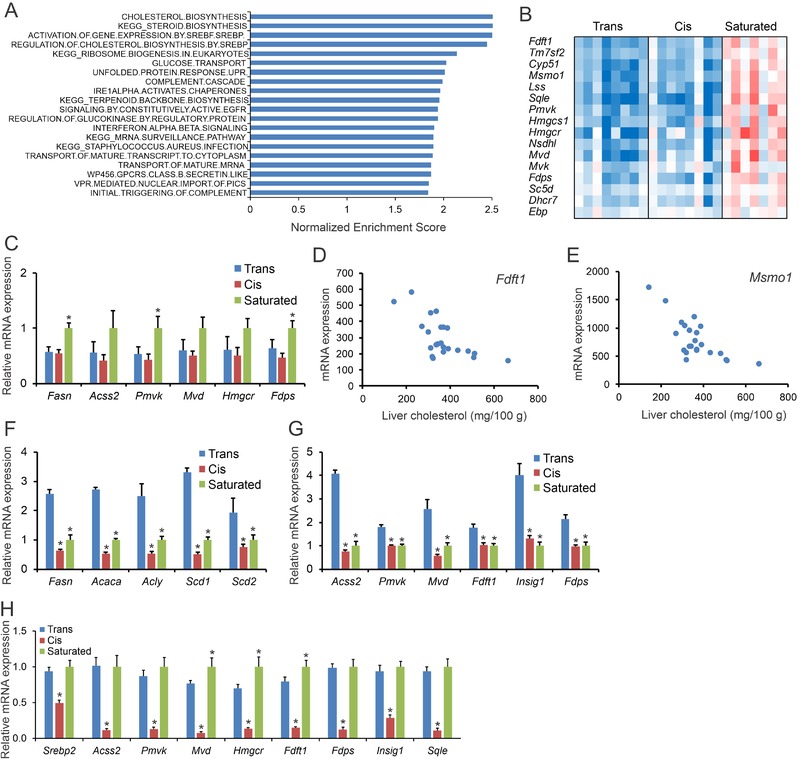
Reduced cholesterogenic gene expression in livers of mice fed the Trans diet. A) Top 20 downregulated gene sets in livers of mice fed the Trans diet for 7 weeks, determined by gene set enrichment analysis. Gene sets were ranked according to normalized enrichment score. B) Expression profile of genes within the gene set Cholesterol Biosynthesis. C) Relative mRNA expression by qPCR of cholesterol synthesis genes in the liver of mice fed the three different types of diets. Strong negative correlation between hepatic cholesterol levels and liver expression of the cholesterol synthesis genes D) *Fdft1* and E) *Msmo1* in the mice fed the three diet. Relative mRNA expression of F) fatty acid synthesis genes and G) cholesterol synthesis genes in the gonadal adipose tissue of mice fed the three different types of diets. H) mRNA expression of cholesterogenic genes in liver of mice fed overnight with the Trans, Cis, or Saturated diets. mRNA expression was normalized to *36b4*. Data are mean ± SEM. *N* = 8 mice per group for the chronic feeding study and *N* = 10 mice per group for the overnight feeding study. *p < 0.05 relative to Trans group.

Since lower cholesterogenic gene expression in the liver after chronic high fat feeding seemed to be mainly driven by higher hepatic cholesterol levels, we determined the acute effect of the different diets on hepatic gene expression. To this end, after a 6 h fast, we fed mice overnight with the Trans diet, the Cis diet, or the Saturated diet. While cholesterogenic gene expression was similar between the Trans and the Saturated group, the expression of cholesterogenic genes was markedly lower in mice fed the Cis diet (Figure 7H). These data suggest that in the short term, industrial trans‐unsaturated and saturated fatty acids stimulate the SREBP pathway in mouse liver in comparison with cis‐unsaturated fatty acids.

## 4 Discussion

The major outcomes of our studies are: 1) a diet enriched in industrial trans fatty acids promotes NAFLD. Specifically, we find that feeding mice a diet enriched in industrial trans fatty acids enhances liver steatosis and fibrosis, and raises hepatic triglyceride levels, hepatic cholesterol levels, and plasma ALT activity in comparison with diets enriched in cis‐unsaturated or saturated fatty acids. 2) in vitro, the industrial trans fatty acid elaidate, but not ruminant trans fatty acids, stimulates the cholesterol synthesis pathway in liver cells via activation of the SCAP–SREBP2 axis, presumably by lowering intracellular free cholesterol and desensitizing SCAP to cholesterol.

Using an integrated transcriptomics, lipidomics, and proteomics approach in HepG2 cells, it was previously shown that elaidate induces the expression of several genes involved in fatty acid and cholesterol synthesis.^21^ Here, using siRNA‐mediated gene silencing, we show that the cholesterogenic effect of elaidate is dependent on functional SREBP2 and SCAP. Although silencing of *Srebp1* abolished the induction of cholesterogenic genes by elaidate, the role of SREBP1 is probably indirect by serving as an important transcriptional regulator of SREBP2. Indeed, SREBP2 protein and mRNA were nearly equally silenced by siRNA targeting *Srebp2* and *Srebp1*. Accordingly, the abrogation of the elaidate effect by *Srebp1* silencing is likely due to the concomitant downregulation of SREBP2. This result is in line with studies that show that both SREBP1 and SREBP2 contain a sterol response element (SRE) in their respective promoter regions, which mediates upregulation of the two isoforms in a feed‐forward manner.^52^, ^53^ Also, the reduction in protein levels of SREBP1 and SREBP2 after SCAP knockdown agrees with a previous study reporting profound reductions in mRNA and protein levels of SREBP1 and SREBP2 in mice with liver‐specific deletion of SCAP, due in part to the abrogation of the feed‐forward mechanism that enables SREBPs to regulate their own expression.^54^

It is well established that the SCAP–SREBP pathway is controlled by fatty acids. Evidence indicates that (poly)‐unsaturated fatty acids inhibit SREBP1‐induced lipogenesis in the liver by suppressing *Srebp1* mRNA levels and inhibiting proteolytic processing of SREBP1. The direct target of (poly)‐unsaturated fatty acids was proposed to be UBXD8, an ER membrane–bound protein that facilitates the degradation of INSIG1, which normally sequesters the SCAP–SREBP complex in the ER and prevents its activation.^36^, ^37^ Our data indicate that activation of the SCAP–SREBP2 pathway by elaidate is independent of UBXD8. Our data also indicate that the effect of elaidate is distinct from that of oleate. Whereas oleate suppressed the expression of cholesterogenic genes in Hepa1‐6 and 3T3‐L1 cells, elaidate had the opposite effect. Apparently, the configuration of the double bond in 9‐octadecenoic acid dramatically alters its signaling properties in liver and other cells. The effect of palmitate was intermediate between that of oleate and elaidate in Hepa1‐6 cells, and differed from elaidate in 3T3‐L1 cells, supporting our previous report in macrophages that elaidate and palmitate have distinct signaling properties.^20^

As already indicated, elevated levels of intracellular free cholesterol serve as a negative feedback regulator of SREBP signaling. When intracellular cholesterol levels drop, the interaction between SCAP–SREBP2 and INSIG1 is released, triggering the movement of SCAP–SREBP2 to the Golgi, where SREBP becomes activated.^55^, ^56^ We found that elaidate significantly reduced intracellular free cholesterol levels, likely accounting for the activation of the SCAP–SREBP2 pathway. One possible explanation for the lower free cholesterol levels is enhanced cholesterol esterification. Although *Soat1* has been reported to be induced by elaidate,^21^ silencing of *Soat1* did not abrogate the cholesterogenic effects of elaidate, nor did elaidate increase intracellular levels of cholesterol esters, ruling out enhanced cholesterol esterification as key underlying mechanism. Besides lowering intracellular free cholesterol, elaidate partially but significantly repressed the strong anticholesterogenic effect of exogenous cholesterol, suggesting that elaidate decreases the sensitivity of SCAP to cholesterol. It is possible that this effect is mediated by elaidate‐induced changes in ER membrane composition, for instance involving an altered ratio of phospholipids to cholesterol or changes in fatty acid composition. Consistent with this line of reasoning, it was recently shown that increased incorporation of poly‐unsaturated fatty acids into phospholipids in the ER accelerated SREBP1c processing through a mechanism that required an intact SCAP pathway.^57^ Overall, our data suggest that elaidate activates SREBP2 signaling through complementary mechanisms that include lowering intracellular free cholesterol levels and desensitizing SCAP to cholesterol, possibly involving changes in ER membrane composition.

A number of studies have reported that ruminant trans fatty acids such as trans‐vaccenic acid can activate peroxisome proliferator‐activated receptors (PPARs), a group of master transcriptional regulators of lipid metabolism.^58^, ^59^, ^60^ Our data shows that in contrast to elaidate, natural trans fatty including trans‐vaccenic acid do not activate SREBP signaling, thereby highlighting a molecular distinction between natural and industrial trans fatty acids.

Previously, Koppe and colleagues showed that compared to diets high in saturated fatty acids, a diet high in industrial trans fatty acids markedly increased plasma ALT activity in AKR/J mice, suggesting enhanced liver damage.^61^ Furthermore, studies in different mouse strains revealed that diets rich in industrial trans fatty acids promote hepatic steatosis and fibrosis.^17^, ^62^, ^63^ Our in vivo study, which provides the most detailed characterization of the effects of industrial trans fatty acids on the liver, extends these findings by showing that a diet enriched in trans fatty acids enhances liver steatosis and fibrosis, and raises hepatic triglyceride levels, hepatic cholesterol levels, plasma acute phase proteins, and plasma ALT activity. Accordingly, we now have convincing evidence that industrial trans fatty acids promote NALFD in mice. Based on these observations, feeding a diet rich in industrial trans fatty acids could be considered as a pre‐clinical model for NAFLD.

Our study is also consistent with other studies showing that the trans fatty acid–induced increase in liver mass and hepatic lipid accumulation is accompanied by a decrease in fat tissue mass.^15^, ^64^, ^65^ One potential explanation for the pronounced increase in the liver to fat ratio is that trans fatty acids may be preferentially directed toward the liver at the expense of fat tissue. It can be hypothesized that lipoproteins containing triglycerides enriched in trans fatty acids may be less efficiently hydrolyzed by lipoprotein lipase in fat tissue. As a result, a larger portion of the dietary fat is taken to the liver. Unfortunately, there are no tools to experimentally validate this hypothesis, given the lack of radiolabelled trans fatty acids and triglycerides. An alternative explanation is that differences in liver to fat ratio are related to differences in adipose tissue lipolysis. However, plasma levels of NEFA and glycerol were not significantly different between the groups, suggesting that adipose tissue lipolysis is not different between the groups. Another explanation for the fatty liver is that trans fatty acids promote lipogenesis or inhibit hepatic VLDL‐triglyceride secretion. However, no indications to that effect were observed. Accordingly, the exact cause for the steatosis and the shift of fat from adipose tissue to liver remains unclear.

Our studies also do not allow us to draw firm conclusions about whether trans fatty acids themselves are responsible for the enhanced NASH features or whether the effects could be mediated by the increase in hepatic cholesterol. Indeed, emerging evidence suggests that hepatic free cholesterol is a major lipotoxic molecule that plays a critical role in the development of NASH.^66^, ^67^ Taking into account the damaging role of cholesterol, it is not unreasonable to suggest that an increase in cholesterogenesis may underlie the stimulation of NASH by industrial trans fatty acids.

Given the major differences in experimental set‐up and complexity of the treatments between the in vitro and in vivo studies, one should be careful to directly compare the outcomes of the two experimental approaches. Nevertheless, cis‐unsaturated fatty acids seemed to behave similarly in vivo and in vitro, as the Cis diet and oleate led to lower cholesterogenic gene expression compared to the Saturated diet and palmitate, respectively. By contrast, whereas elaidate induced cholesterogenic gene expression in Hepa1‐6 cells in comparison with palmitate, chronic feeding of the Trans diet reduced cholesterogenic gene expression in liver in comparison with the Saturated diet, while overnight feeding of the Trans diet led to similar cholesterogenic gene expression as the Saturated diet. 

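In the Cis livers, 16 of the 18 genes of cholesterol synthesis were lower than in the 7 Saturated livers shown when adjusted over the list alone. Pmvk, the phosphomevalonate kinase, had a signal of 148 ± 34.5 (SD, n = 8) in Cis and 298 ± 83.2 (SD, n = 7) in the Saturated livers shown. Lss, the lanosterol synthase, had a log2 difference of −1.07 (standard error 0.22), Cyp51 −0.91 (standard error 0.18) and Tm7sf2 −0.63, and for each of these genes 8 of 8 Cis livers lay below the Saturated mean. Mvk (−0.30) and Ebp (−0.14) did not pass. Over all probe sets limma called 0 of the 18, of 16 at an unadjusted p under 0.05. With Saturated replicate 2 included, 13 of the 18 passed when adjusted over the list alone, and the exact permutation p of the list mean, two-sided, went from 0.00124 to 0.0253 (adjusted over the 33 lists, from 0.0231 to 0.267). The sterol sensing and uptake list fell in Cis too, with a median log2 difference of −0.23 and 8 of 8 Cis livers lower (adjusted p = 0.00101, or 0.0917 with an estimated correlation), and over all 24 livers with 7 of 8 lower (adjusted p = 0.00474, or 0.161 with an estimated correlation). Fabp5, a fatty acid binding protein, was the only gene called over all probe sets between Cis and the Saturated livers shown, with a log2 difference of −2.17 at the probe set of largest change (adjusted p = 0.0382, lower in 8 of 8 Cis livers). With Saturated replicate 2 included this difference was −1.74 (adjusted p = 0.502) and no gene was called by limma, of 2337 probe sets at an unadjusted p under 0.05.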

Compared with oleate, elaidate‐induced cholesterogenic gene expression in vitro, and overnight feeding of the Trans diet led to higher cholesterogenic gene expression than the Cis diet. 

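Between the Trans and the Cis livers no gene of cholesterol synthesis passed the test, and the difference of the list was small beside that from the Saturated diet. The mean log2 difference between Trans and Cis over the 18 genes was −0.16, with a 95% confidence interval of −0.48 to 0.16, or a Trans level of 0.716 to 1.12 times that of Cis, from the spread of the 23 livers. From the spread of all 24 livers the interval was −0.58 to 0.25, or 0.671 to 1.19 times. By comparison, the mean difference between Trans and the Saturated livers shown was −0.87 (−1.21 to −0.54). Each liver's mean over the 18 genes, relative to the Saturated livers shown, ran from −1.39 to −0.44 in Trans and from −1.30 to −0.23 in Cis. An exact permutation test of these means, two-sided, gave p = 0.343.

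In 14 of the 18 genes the mean was lower in Trans, and for the list as a whole 5 of 8 Trans livers lay below the Cis mean. Mvd had a log2 difference of −0.47 (standard error 0.26), Idi1 −0.39 (standard error 0.22) and Hsd17b7 −0.27 (standard error 0.15), while Pmvk had 0.09, Fdps 0.06 and Dhcr7 0.04. Limma called 0 of the 18 and found 0 at an unadjusted p under 0.05. Camera, which tests the list against all other genes, gave an adjusted p of 0.00448 over the 23 livers and 0.0228 over all 24. With an estimated correlation these were 0.603 and 0.615.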

Intriguingly, chronic feeding of the Trans and the Cis diet led to similar cholesterogenic gene expression. Although caution should be exercised when comparing the outcomes of in vitro and in vivo approaches, it is tempting to attribute the increase in hepatic cholesterol in the Trans group to activation of the SCAP–SREBP pathway. It can be speculated that the Trans diet initially stimulated hepatic cholesterogenesis, leading to the observed elevation in liver cholesterol levels, which in turn caused a compensatory decrease in cholesterogenic gene expression.

Epidemiological studies have found a positive association between intake of trans fatty acids and NAFLD.^12^, ^13^ Our and other animal studies suggest that this association may be causal. Currently, there is no record of a nutritional trial that investigated the effect of industrial trans fatty acids on intrahepatic lipid or markers of liver damage in humans. It is likely that these studies will never be performed due to ethical restrictions.

Industrial trans fatty acids are best known for their ability to raise plasma LDL cholesterol and lower plasma HDL cholesterol levels in human volunteers.^6^, ^68^, ^69^ Due to the very different lipoprotein profiles of mice and humans, effects of specific treatments on plasma lipid levels in mice cannot easily be extrapolated to the human situation. Nevertheless, we anticipated that the molecular mechanism of action of elaidate in liver cells might give some clues about the plasma cholesterol–modulating effect of trans fatty acids. The observed activation of the SCAP–SREBP2 pathway by elaidate is expected to enhance the extraction of LDL from the bloodstream by activating the transcription of *Ldlr*. Indeed, elaidate significantly increased *Ldlr* mRNA in Hepa1‐6 cells, which was mediated by a functional SCAP–SREBP2 pathway. Strikingly, elaidate was found to suppress LDLR protein levels, via a mechanism independent of SREBP2 and dependent on SREBP1. One possibility is that elaidate decreases LDLR protein by enhancing its degradation. Based on these data, it could be hypothesized that SREBP1 drives the expression of a gene that mediates the degradation of LDLR by elaidate. One obvious candidate would be *Pcsk9*. However, mRNA expression levels of *Pcsk9* were not altered by elaidate. Additional studies are necessary to elucidate the mechanism accounting for the suppressive effect of elaidate on LDLR protein. It should be noted that SREBP1 rather than SREBP2 appears to be the primary regulator of LDLR in Hepa1‐6 cells.

In conclusion, we show that industrial trans fatty acids stimulate cholesterogenesis in vitro via activation of the SCAP–SREBP2 pathway. Induction of cholesterogenesis might explain the increase in liver cholesterol and NAFLD in mice fed a diet rich in trans‐unsaturated fatty acids.

## Conflict of Interest

The authors declare no conflict of interest.

## Supporting information

Supplementary material Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

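Liver gene expression was measured in 24 male mice, 8 on each of the Trans, Cis and Saturated diets for 7 weeks, with 1 Affymetrix Mouse Gene 1.1 ST array per mouse. The authors processed the scans with Bioconductor packages and the RMA method, and the deposited table holds 1 value per probe set and liver on the log2 scale, after background correction, quantile normalization between arrays and summary over the probes of a probe set. Its log2 scale was checked on the values, which ran from 0.309 to 13.46. The methods define probe sets by gene identifier, whereas the deposited table holds the 35556 probe sets of the array's own design, 12457 of them with no gene listed and 1881 with several genes. Gene symbols come from a table that pairs the probe sets with genes, and 0 symbols changed when they were looked up by gene identifier in a reference list. Of the 18820 genes, 1386 have more than 1 probe set, and these are given by the probe set of highest mean over the 24 livers. No filter on low signal was applied, since the methods give one only for the cell lines, and 8349 genes had a mean signal over 20. The 24 columns of the table were all used, and no column was left out.

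The values were analysed in R 4.3.3 with limma 3.58.1. A linear model with the 3 diets was fitted to all livers (lmFit), with eBayes without a trend and not robust, which leaves 21 residual degrees of freedom (20 over the 23 livers). The tests are two-sided, the adjusted p is that of Benjamini and Hochberg over all 35556 probe sets within a comparison, and a probe set was called under 0.05. The planned setting was the fit of all 24 livers, and the fit of the 23 livers that Figs. 6H and 7B show was chosen at the same time. The liver not shown was found by setting the colours of the panels beside the values. With Saturated replicate 2 left out, the median over columns of the rank correlation was 0.993 in Fig. 7B and 0.994 in Fig. 6H, against 0.866 and 0.984 with the next best choice.

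The 33 lists, written from textbook knowledge, are cholesterol synthesis, sterol sensing and uptake, fatty acid synthesis, mitochondrial fatty acid oxidation, peroxisomal fatty acid oxidation, PPARα targets, lipid droplets and PPARγ targets, VLDL assembly and secretion, collagen genes, collagen processing, fibrosis and activated stellate cells, the unfolded protein response, acute phase proteins, complement, the interferon response, NRF2 targets, bile acid synthesis and transport, LXR targets with cholesterol efflux and esterification, cell cycle and DNA replication, ribosome biogenesis, the circadian clock, glucose metabolism and feeding state, and markers of quiescent stellate cells, Kupffer cells, lipid-associated and monocyte-derived macrophages, endothelial cells, cholangiocytes, T, B and NK cells and neutrophils, hepatocytes, adipocytes, exocrine pancreas, striated muscle and smooth muscle. The gene sets that the paper used were not used here. Each list with at least 3 measured genes was tested against all other genes by camera with a preset correlation of 0.01, adjusted over the lists within a comparison. Beside it stand camera with an estimated correlation, fry, which tests whether the genes of a list move on balance in 1 direction, fgsea 1.28.0 on the moderated statistic, and an exact permutation test of the mean of the list in each liver. Confidence intervals of a list mean are at the 95% level, from the spread pooled over the 3 groups.

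The genes named in the text are those that the paper names in connection with liver, cholesterol or fatty acid synthesis, as far as a value was analysed here, the 10 with the largest rise and the 10 with the largest fall among called genes with a symbol, and in each list described up to 4 genes with the smallest adjusted p together with genes that go against the rest. Figs. 6H and 7B were seen before this rule was written. Mvk and Ebp were named after their values were seen.

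Alternatives were a fold over 1.5 beside the adjusted p, only genes with a mean signal over 20, eBayes with trend and robust estimation, only the 2 groups compared, a replicate block, array weights, quantile normalization again, median centring, the other set tests, Tukey's post hoc test for each probe set, and leaving out each of the 24 livers in turn. The exact permutation test of the lists, and leaving out the 2 livers with the lowest median correlation (Trans replicate 4 and Cis replicate 8), were chosen after seeing the data. For other groupings of the livers, 100 of the 6435 splits of 8 against 8 were drawn. On simulated changes the procedure was tested at 4 sizes with 50 probe sets each: of 182 calls, 5 were false and 2 were of collagen genes that had been shifted by 0.2 as a list, and the share recovered was 56% at a log2 change of 0.5, 94% at 1 and 100% at 1.5 and 2. The real arrays gave 3 calls for Trans against Saturated over all 24 livers, so the shares recovered in the simulation do not give the power there. With arrays, the signal over background limits what can be seen, and genes of low signal have compressed differences. Liver cholesterol, plasma values and the qPCR were not analysed here. Figures were drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and Pillow 12.0.0 was used to read the panels.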

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

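The score of Saturated replicate 2 on genes that separate the diets was planned before its result was seen; the other tests named here were chosen after the results were seen, apart from the splits of the livers for the lists. In 117 groups of 8 livers, chance alone would leave about 5.85 with a value set far apart from the rest. In all, 20 such values were found.

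Saturated replicate 2 lay far below the rest of its group for the cholesterol synthesis list, at a mean log2 value of 7.35 where the next lowest liver had 8.27. The same held for Mvd (4.32), Insig1 (9.49), Lss (6.42), Sqle (5.34), Cyp51 (7.47), Idi1 (7.59), Fabp5 (3.60) and Zfand4 (4.53), so these values are not independent of each other. A poor array is argued against by its median correlation with the others of 0.9837, within the range of the other Saturated livers, and a fasted state at sampling by the mean z-score of fasting-induced genes of −1.37, where the median of the other 7 was −0.0395. What stays open is a liver of another diet under this name: on 100 genes that separate Saturated from the other diets, chosen without it, its score was 0.94, where 0 is the Saturated mean and 1 that of the other diets, which is consistent with a wrong name but also with a Saturated mouse that responded otherwise. Of the other 23 livers 21 fell on their own side, Saturated replicates 1 and 8 also scored over 0.5 (0.598 and 0.711), and no Trans or Cis liver fell on the Saturated side, so no partner of a swap within the study was found.

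Collagen genes were higher in Trans than in Saturated. That Trans replicate 4, the array of lowest correlation, is the whole cause is argued against by the mean log2 difference without it, 0.12, with an exact permutation p of 0.00295 (0.16 with it). A lower share of hepatocytes goes with the endothelial markers (10 of 12 genes higher, adjusted p = 0.0087, or 0.292 with an estimated correlation), the smooth muscle markers (7 of 7 higher) and the hepatocyte markers (12 of 14 lower, exact permutation p = 0.0154), but as the whole cause it would raise the markers of the other cell types alike, and is argued against by the quiescent stellate list, which moved by −0.146 (exact permutation p = 0.00202; −0.154 and 0.00218 without Saturated replicate 2) and apart from the collagen list (exact permutation p = 4.66e-04 and 0.00109). With only its 7 markers of mean signal over 20 that list moved by −0.0819 and did not pass by itself (exact permutation p = 0.0838 and 0.0859), but still moved apart from the collagen list (0.00109 and 0.00186), and the Kupffer list, at −0.239, differed from the collagen list over all 24 livers (exact permutation p = 0.0375) but not without Saturated replicate 2 (0.0527). The Kupffer list did not pass by itself (exact permutation p = 0.164, or 0.195 without Saturated replicate 2). A lower share of hepatocytes as part of the cause, a change in the stellate cells, in number or in state, and an effect of the diet on collagen genes stay open.

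Krt23, a keratin that the paper does not discuss, was higher in Trans than in Saturated by a log2 difference of 2.01 over the 23 livers (adjusted p = 3.27e-05) and 1.80 over all 24 (adjusted p = 0.00867), in 8 of 8 Trans livers. Its signal was 34.9 ± 9.55 (SD, n = 8) in Trans, 16.0 ± 3.57 (SD, n = 8) in Cis and 8.65 ± 2.37 (SD, n = 7) in the Saturated livers shown, and Saturated replicate 2 had a log2 value of 4.77. A single liver as the cause is argued against by the highest adjusted p with each of the 24 livers left out in turn, 0.035, although the call was lost in 2 of 9 other settings, with only the 2 groups compared (adjusted p = 0.107) and without the 2 livers of lowest correlation (0.0556). Whether more cholangiocytes are the source cannot be told, since the median log2 difference of the other 8 markers of these cells was −0.00637 (SD 0.159) but only 1 of them had a mean signal over 20, and a response of the liver cells to the diet stays open as a hypothesis.

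Among the genes outside those the paper discusses, Tppp (log2 difference 0.86 over the 23 livers), Paqr7 (0.56) and Hsd17b11 (0.45) were called higher, and Zfand4 (−0.68) lower, in Trans than in Saturated over the 23 livers and not over all 24, while Pla2g6 (0.50) was called higher and Urad (−0.77) lower over the 23 and over all 24 livers. Over all 24, a call was gained in 4 of 9 other settings for Tppp and in 3 of 9 for Hsd17b11, the 23 livers among them, and for both also without Saturated replicate 1 (adjusted p = 0.0454 for each), while Paqr7 and Zfand4 gained it with the 23 livers alone. The call of Pla2g6 was lost in 19 of 24 fits with 1 liver left out and in 4 of 9 other settings, and that of Urad in 17 of 24 and 3 of 9, with adjusted p values of up to 0.176. Each of these genes had 8 of 8 Trans livers beyond the Saturated mean. Fabp5 was called lower in Cis than in Saturated over the 23 livers at 3 probe sets, with log2 differences of −2.17, −2.11 and −0.65, and at none over all 24 (−1.74, −1.70 and −0.58, adjusted p = 0.502, 0.502 and 0.0837).

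Single values also lay far from the rest of their group elsewhere. Cis replicate 7 was low for Mvd (log2 value 4.64), Insig1 (9.62), Dhcr7 (7.32), Fasn (8.51), Acaca (7.47) and Acly (8.09). Trans replicate 1 was high for Srebf2 (6.65), Trans replicate 5 for Abca1 (8.82) and Trans replicate 4 for Abcg1 (6.29). Cis replicate 6 was high for Hp (11.88), and Trans replicate 4 low for Idi1 (6.40).

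Other splits of the same livers were set beside the count of called probe sets and beside each of 6 lists, 100 splits for each, the real one included. By a rule set after the results were seen, chance is taken as excluded for a list only where fewer than 5 of the 100 splits gave a camera p as small and the exact permutation p of the list mean, adjusted over the 33 lists, was under 0.05 both over the 23 and over all 24 livers, and as left open where only a part of this held. The count of called probe sets in Trans against Saturated (3, highest other 1, reached by 1 split) was held to the splits alone. With 1 liver left out that count ran from 1 to 16, so the splits do not settle it. By this permutation of the livers, chance can be excluded for Trans against Saturated in the collagen list (camera p = 1.35e-07, smallest other 2.00e-06, 1 split, and exact permutation p, adjusted, 0.0291 over the 23 livers and 0.0333 over all 24). It is left open for the cholesterol list (8.02e-27, other 6.90e-29, 3 splits; 0.0103 and 0.0574), the mitochondrial list (1.12e-07, other 1.82e-13, 6 splits; 0.0291 and 0.0574) and the PPARα list (5.21e-10, other 8.62e-14, 4 splits; 0.198 and 0.131). It cannot be excluded for the peroxisomal list (2.44e-05, other 1.06e-09, 13 splits) and the fibrosis list (1.40e-05, other 9.27e-11, 23 splits). For Trans against Cis it is left open for the collagen list (4.09e-04, other 1.24e-04, 3 splits; 0.36), and cannot be excluded for the count (1, highest other 2, 6 splits), the cholesterol list (0.00414, other 7.01e-16, 37 splits), the mitochondrial list (0.376, other 3.00e-05, 69 splits), the peroxisomal list (0.48, other 5.68e-09, 77 splits), the PPARα list (0.0257, other 2.80e-10, 36 splits) or the fibrosis list (5.40e-07, other 1.60e-13, 16 splits). For Cis against Saturated it is left open for the cholesterol list (3.87e-19, other 6.76e-22, 4 splits; 0.0231 and 0.267), the mitochondrial list (2.25e-06, other 2.79e-06, 1 split; 0.0231 and 0.105) and the PPARα list (1.06e-05, other 1.49e-08, 4 splits; 0.426 and 0.4), and cannot be excluded for the collagen list (0.0306, other 4.24e-04, 8 splits), the peroxisomal list (1.47e-04, other 3.51e-09, 11 splits) or the fibrosis list (0.642, other 1.21e-06, 78 splits). The splits decide nothing for the count of that comparison, which is 0 by limma (2337 at an unadjusted p under 0.05; highest other 2), since any count reaches 0 and all 100 splits do. For the cholesterol and mitochondrial lists against Saturated, in Trans and in Cis, the adjusted exact permutation p passes only without Saturated replicate 2. The splits of the lists were planned beforehand, and alone they give other verdicts at the same limit of 5. By them chance cannot be excluded for the mitochondrial list in Trans against Saturated (6 splits). Each other list left open had fewer than 5 splits and would pass by them. Some splits gave smaller p values than the real one. Each split mixes livers of both diets, so it cannot tell whether genes of these lists vary together within a diet.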

How the results depend on the processing

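The exact permutation of the list mean and leaving out the 2 livers with the lowest median correlation (Trans replicate 4 and Cis replicate 8) were chosen after seeing the data; the other alternatives were not. Values here start from all 24 livers. Of the 6 lists followed one by one, those called against Saturated kept their direction under every setting run, but most calls rest on the preset correlation of camera. The number of genes called depends on which livers are used, above all on Saturated replicate 2. The scaling alternatives moved the median of all probe sets by less than 0.03 on the log2 scale. The replicate numbers do not pair the mice: 0 of 24 same-number pairs of livers correlated above 0.1 after the diet means were removed. The signal over background limits the collagen list, of whose 42 genes 9 had a mean signal over 20.

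The count of called probe sets (genes changed, Trans against Saturated), 3, became 5 with genes of mean signal over 20, 5 with a replicate block, 1 with median centring, 16 with the 7 Saturated livers shown, 0 with only the 2 groups compared, 0 without the 2 livers of lowest correlation, 1180 with Tukey's post hoc test at an unadjusted p and 0 with that test adjusted, and ran from 1 to 16 leave-one-out, with 6 without Saturated replicate 1, 16 without Saturated replicate 2 and 1 without any of Trans replicates 1 to 6, Cis replicates 1 and 4 to 7 or Saturated replicates 3, 4 and 6 to 8. In Trans against Cis (genes changed, Trans against Cis) the count of 1 became 0 with genes of mean signal over 20, only the 2 groups, a replicate block, the 7 Saturated livers, without the 2 livers of lowest correlation and with Tukey's adjusted test, 947 with its unadjusted test, and ran from 0 to 2 leave-one-out (2 without Saturated replicate 8, and 0 without any of Trans replicates 1, 3, 4 and 6 to 8, Cis replicates 2 to 6 and 8 or Saturated replicates 2 to 4 and 6). In Cis against Saturated (genes changed, Cis against Saturated) the count of 0 became 3 with the 7 Saturated livers and 1011 with Tukey's unadjusted test, and ran from 0 to 3 leave-one-out, with 3 without Saturated replicate 2 and 1 without Cis replicate 6 or Saturated replicates 3, 4 or 8. Fewer livers or groups explain part of the lower counts by construction; otherwise the cause was not tested.

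With an estimated correlation the adjusted p for Trans against Saturated was 0.0758 for cholesterol synthesis and for collagen genes, 0.118 for mitochondrial and 0.19 for peroxisomal oxidation, 0.0851 for PPARα targets and 0.26 for fibrosis. For Trans against Cis it was 0.615 for cholesterol synthesis and 0.377 for collagen and for fibrosis. For Cis against Saturated it was 0.161 for cholesterol synthesis, 0.41 for mitochondrial oxidation and for PPARα targets, and 0.487 for peroxisomal oxidation. The larger estimated correlation accounts for these losses by construction. With fry it was 0.0876 for peroxisomal oxidation and 0.177 for fibrosis against Saturated, 0.603 for cholesterol synthesis, 0.327 for collagen and 0.327 for fibrosis in Trans against Cis, and 0.109 for cholesterol synthesis and mitochondrial oxidation, 0.336 for peroxisomal oxidation and 0.27 for PPARα targets in Cis against Saturated. With the exact permutation of the list mean the adjusted p was 0.0574 for cholesterol synthesis and mitochondrial oxidation, 0.269 for peroxisomal oxidation, 0.131 for PPARα targets and 0.201 for fibrosis in Trans against Saturated. It was 0.604, 0.36 and 0.429 for cholesterol synthesis, collagen and fibrosis in Trans against Cis, where peroxisomal oxidation also changed sign (0.983). In Cis against Saturated it was 0.267, 0.105, 0.4 and 0.4 for cholesterol synthesis, mitochondrial oxidation, peroxisomal oxidation and PPARα targets. The cause of the last losses was not tested.

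Without the 2 livers of lowest correlation, Trans against Cis had an adjusted p of 0.192 for cholesterol synthesis and 0.112 for collagen. Leave-one-out, the adjusted p for Trans against Cis ran from 2.84e-04 to 0.219 for cholesterol synthesis (0.219 without Trans replicate 4, 0.0844 without Trans replicate 7, 0.157 without Cis replicate 1 and 0.178 without Cis replicate 6), from 4.33e-04 to 0.108 for collagen (0.108 without Trans replicate 4), from 0.00744 to 0.574 for PPARα targets (under 0.05 without Trans replicates 1, 3, 4 or 8 or Cis replicate 6), from 0.185 to 0.817 for mitochondrial and from 0.256 to 0.931 for peroxisomal oxidation, both with the sign changed without Trans replicate 6 (0.719 for each). For Cis against Saturated it ran from 0.0302 to 0.277 for collagen (0.0302 without Cis replicate 7, 0.0416 without Saturated replicate 4, 0.046 without Saturated replicate 8) and from 0.296 to 0.992 for fibrosis, with the sign changed without Cis replicate 4 (0.828), Cis replicate 7 (0.992) or Saturated replicate 8 (0.91). The PPARα list in Trans against Cis, not called at 0.0653, was called with trend and robust eBayes (0.0458), only the 2 groups (0.0363), a replicate block (0.0364) and median centring (0.0498), and the collagen list in Cis against Saturated with quantile normalization again (0.0392). The cause was not tested.

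Of the 27 other lists, 15, 7 and 5 were called in Trans against Saturated, Trans against Cis and Cis against Saturated. With an estimated correlation these were 0, 0 and 0, with fry 4, 0 and 0, and with the exact permutation 1, 0 and 0. With fgsea they were 11 in Trans against Cis and 8 in Cis against Saturated. Trans against Cis had 4 with array weights and 2 without the 2 livers of lowest correlation, and from 2 to 12 leave-one-out (12 without Trans replicate 3, 2 without Trans replicate 4, 4 without Cis replicate 1). The log2 difference between Trans and Saturated became −0.95 for Fdft1 and −1.07 for Msmo1 with the 7 Saturated livers shown, where both were called, and ran from −0.95 to −0.72 and from −1.07 to −0.78 leave-one-out. For Abcg1 (Abcg1, Trans against Saturated) it was −0.0051 with array weights, −0.042 without the 2 livers of lowest correlation, and −0.042 to 0.12 leave-one-out, lowest without Trans replicate 4.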

Differences from the paper's values

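No test in this part was chosen after the values were seen. The panels of Fig. 7C show qPCR values and those here are from the arrays, so the pairs below compare methods as well. The paper's level of Fasn in Cis relative to Saturated is about 0.55 in Fig. 7C, read by eye, and the array value was 1.03. It differed under every alternative that was set before the data were examined: array weights, quantile normalization again, median centring, the 7 Saturated livers shown (0.926) and each liver left out in turn. The paper's level of Acss2 in Cis relative to Saturated is about 0.42 in Fig. 7C, read by eye, and the array value was 0.639. It fell within the limits used here with the 7 Saturated livers shown (0.588, the same as without Saturated replicate 2), and without Cis replicate 1 (0.622), Cis replicate 4 (0.625), Cis replicate 6 (0.614), Saturated replicate 4 (0.621) or Saturated replicate 6 (0.595), and not with array weights (0.652), quantile normalization again, median centring (0.647) or without any other liver. The paper's highest value of Fdft1 is about 580 in Fig. 7D, read by eye, and the highest array signal was 1071. It differed under all of these alternatives too: array weights, quantile normalization again, median centring (1057), the 7 Saturated livers shown and each liver left out in turn (956 without Saturated replicate 5). The lowest value, about 170 in Fig. 7D, read by eye, and 280 here, lay apart in the same direction within the limits used here. The axis of the panel names no unit and the paper's text does not name the probe set behind it, so these values of Fdft1 need not be on one scale. The other values read from Figs. 7C and 7E did not differ by these limits.

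The legends of Figs. 6 and 7 give a number of mice per group that the heatmaps of Figs. 6H and 7B do not show, since 7 of their 23 columns are Saturated.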

Other observations

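No hypothesis is offered here, and the exact permutation of the list means was the only test chosen after the results were seen. Beyond the genes the paper describes, camera called several lists of lipid genes between the Trans and the Saturated livers. None of those described next was called with an estimated correlation. Genes of lipid droplets and PPARγ targets rose over the 23 livers, with a median log2 difference of 0.25 and 7 of 8 Trans livers higher (adjusted p = 1.71e-04, or 0.171 with an estimated correlation). Among them Cidec, a protein of large lipid droplets, had 1.55 (standard error 0.39, 8 of 8 Trans livers), Mogat1 0.90 and Plin4 0.83, while G0s2 had −0.11. Only Cidec and Cd36 passed when adjusted over the list alone, Mogat1 and Plin4 did not, and limma called 0 over all probe sets. LXR targets with cholesterol efflux and esterification rose (median 0.14, 8 of 8 Trans livers, adjusted p = 8.70e-04, or 0.0777 with an estimated correlation), among them Nceh1, which hydrolyses cholesteryl esters (0.32), and Abcg8 (0.47) and Abcg5 (0.38), which export sterols into bile. Abca1 had 0.07 and Abcg1 0.10. Over all 24 livers Nceh1 was the only gene of this list to pass when adjusted over the list alone. Genes of bile acid synthesis and transport fell, with 12 of 12 lower (median −0.16, 7 of 8 Trans livers, adjusted p = 9.82e-04, or 0.171 with an estimated correlation), such as Cyp27a1 (−0.27), Slc10a1 (−0.20) and Cyp7a1 (−0.52), the rate-limiting enzyme of bile acid synthesis. Over all 24 livers 0 of the 12 passed when adjusted over the list alone, with 2 lower at an unadjusted p under 0.05. Genes of fatty acid synthesis fell over the 23 livers (median −0.27, 7 of 8 Trans livers, adjusted p = 5.59e-04, or 0.318 with an estimated correlation) but not over all 24 (adjusted p = 0.108): over the 23 livers Fasn had −0.60, Acaca −0.42, Acly −0.69, Acss2 −0.65, Scd1 0.03, Scd2 0.04 and Srebf1 0.34, none called, and Faf2 had 0.05. VLDL assembly and secretion was not called (median −0.02, 6 of 8 Trans livers, adjusted p = 0.586).

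Several other groups moved in Trans against Saturated over the 23 livers. Genes of glucose metabolism and feeding state fell (median −0.17, 8 of 8 Trans livers, adjusted p = 0.00124, or 0.094 with an estimated correlation), with G6pc at −0.69 and Ppargc1a at −0.40. Complement genes fell (median −0.10, 8 of 8 Trans livers, adjusted p = 5.59e-04, or 0.094 with an estimated correlation), as did the unfolded protein response (median −0.09, 7 of 8, adjusted p = 6.91e-04, or 0.318 with an estimated correlation), with Atf4 at −0.41, Dnajb9 at −0.47 and Manf at −0.44, and ribosome biogenesis (median −0.07, 7 of 8, adjusted p = 0.00168, or 0.28 with an estimated correlation). Acute phase proteins rose over the 23 livers (median 0.04, 7 of 8 Trans livers, adjusted p = 0.0246, or 0.362 with an estimated correlation) but not over all 24 (adjusted p = 0.0688), with Lbp at 0.45, Orm3 at 0.76 and Saa4 at 0.28. Hp, which encodes haptoglobin, had 0.14 and was not called. Over all 24 livers G6pc and Atf4 passed when adjusted over their own list alone. Ppargc1a, Dnajb9, Manf, Lbp, Orm3 and Saa4 did not. The lists of collagen processing (adjusted p = 0.745), adipocyte (0.187), exocrine pancreas (0.922) and striated muscle markers (0.163), cholangiocyte markers (0.29), T, B and NK cell and neutrophil markers (0.105), the interferon response (0.187), NRF2 targets (0.187), cell cycle (0.187) and circadian clock (0.411) were not called, with list means 1.01-, 1.08-, 1.00-, 1.06-, 1.14-, 1.06-, 1.03-, 1.05-, 1.05- and 1.03-fold apart; over all 24 livers the markers of T, B and NK cells and neutrophils (adjusted p = 0.0466) and the cell cycle list (0.0373) were. With an estimated correlation these 2 lists had adjusted p values of 0.19 and 0.37 over all 24 livers. Over the 23 livers endothelial markers were called too (median 0.07, 5 of 8 Trans livers, adjusted p = 0.0246, or 0.362 with an estimated correlation).

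Over the 23 livers camera called 22 of the 33 lists in Trans against Saturated, 11 higher and 11 lower, of which only cholesterol synthesis was still called with an estimated correlation, 9 were called by fry and 7 by the exact permutation. In Trans against Cis it called 10, and with an estimated correlation, fry or the exact permutation 0. Cholangiocyte markers, which include Krt23, were higher in Trans than in Cis (median 0.12, 8 of 8 Trans livers, adjusted p = 0.0127, or 0.395 with an estimated correlation). In Cis against Saturated it called 11, 4 higher and 7 lower. The mitochondrial oxidation list rose there (17 of 17 genes higher, median 0.10, 8 of 8 Cis livers, adjusted p = 3.39e-06, or 0.225 with an estimated correlation), and so did the peroxisomal list (11 of 14, median 0.11, 7 of 8, adjusted p = 0.00182, or 0.521 with an estimated correlation) and PPARα targets (16 of 18, median 0.17, 6 of 8, adjusted p = 1.99e-04, or 0.488 with an estimated correlation). Kupffer cell markers fell (median −0.20, 5 of 8 Cis livers, adjusted p = 0.00251, or 0.567 with an estimated correlation), as did the interferon response (median −0.16, 7 of 8, adjusted p = 0.0105, or 0.488 with an estimated correlation) and markers of T, B and NK cells and neutrophils (median −0.16, 8 of 8, adjusted p = 0.013, or 0.225 with an estimated correlation).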
